# The fission yeast MTREC complex targets CUTs and unspliced pre-mRNAs to the nuclear exosome

**DOI:** 10.1038/ncomms8050

**Published:** 2015-05-20

**Authors:** Yang Zhou, Jianguo Zhu, Géza Schermann, Corina Ohle, Katja Bendrin, Rie Sugioka-Sugiyama, Tomoyasu Sugiyama, Tamás Fischer

## Abstract

Cryptic unstable transcripts (CUTs) are rapidly degraded by the nuclear exosome. However, the mechanism by which they are recognized and targeted to the exosome is not fully understood. Here we report that the MTREC complex, which has recently been shown to promote degradation of meiotic mRNAs and regulatory ncRNAs, is also the major nuclear exosome targeting complex for CUTs and unspliced pre-mRNAs in *Schizosaccharomyces pombe*. The MTREC complex specifically binds to CUTs, meiotic mRNAs and unspliced pre-mRNA transcripts and targets these RNAs for degradation by the nuclear exosome, while the TRAMP complex has only a minor role in this process. The MTREC complex physically interacts with the nuclear exosome and with various RNA-binding and RNA-processing complexes, coupling RNA processing to the RNA degradation machinery. Our study reveals the central role of the evolutionarily conserved MTREC complex in RNA quality control, and in the recognition and elimination of CUTs.

## Abstract (web summary)

The evolutionarily conserved MTREC complex promotes degradation of meiotic mRNAs and regulatory ncRNAs. Here the authors show that MTREC also targets cryptic unstable transcripts and unspliced pre-mRNAs for degradation by the nuclear exosome, while the TRAMP complex has only a minor role in this process.

The recent development of new techniques for transcriptome analyses has uncovered another layer of complexity in the eukaryotic transcriptome. Studies using these techniques have revealed that genomic regions previously thought to be silent, such as heterochromatic regions, intergenic regions and antisense (AS) portions of the genome, are actually transcriptionally active and produce a significant amount of non-protein coding RNA (ncRNA) transcripts^1^,^2^. In yeast, a large portion of these ncRNAs, termed cryptic unstable transcripts (CUTs), is quickly degraded by the nuclear exosome. The exosome is the major 3′ to 5′ RNA degradation machinery that plays a key role in RNA metabolism, RNA processing and RNA surveillance, and it is essential for the viability of eukaryotic cells. This evolutionarily conserved multi-subunit complex is formed by a 10 subunit core complex and some compartment-specific subunits^3^,^4^. One such subunit is Rrp6, which is exclusively associated with the nuclear form of the exosome, and is required for the rapid nuclear degradation of CUTs. In fact, CUTs were classically defined as transcripts stabilized by the deletion of *rrp6* (refs 5, 6). Unlike the core exosome, Rrp6 is not essential for cell viability in yeast, although *rrp6Δ* shows a severe growth defect.

The activity and target specificity of the exosome in the yeast *Saccharomyces cerevisiae (S. cerevisiae)* is regulated by compartment-specific cofactors, such as the nuclear TRAMP complex^5^,^7^,^8^ or the cytoplasmic Ski-complex^9^. Both of these complexes contain a related DExH-box RNA helicase subunit, Mtr4 and Ski2, respectively. The helicase activity of these complexes plays a role in the unwinding of structured RNA templates, and channels them to the exosome^10^. The TRAMP complex consists of a non-canonical poly(A) polymerase Trf4 or Trf5, a Zn-knuckle protein Air1 or Air2, and the RNA helicase Mtr4 subunits. This complex adds short oligo(A) tails to CUTs and feeds these RNAs through the Rrp6 subunit to the core exosome^11^,^12^,^13^,^14^,^15^. In addition to the recognition and degradation of CUTs, the TRAMP complex and Rrp6 also play an essential role in the processing of ribosomal RNA (rRNA), transfer RNAs and small nuclear and nucleolar RNAs^16^. Although the TRAMP complex is evolutionarily conserved, the function of the mammalian TRAMP complex seems to be more restricted to rRNA biogenesis^17^. However, the human orthologue of the RNA helicase Mtr4 (hMTR4) is also part of the trimeric nuclear exosome targeting (NEXT) complex together with the Zn-finger protein, ZCCHC8, and an RNA-binding protein, RBM7. The NEXT complex physically interacts with the cap-binding complex (CBC) and the ARS2 protein (CBCA complex), forming the CBC–NEXT (CBCN) complex^18^,^19^. The NEXT and CBCN complexes are responsible for the recognition of the promoter upstream transcripts (PROMPTs) in mammalian cells and for targeting them to the nuclear exosome^17^.

In the fission yeast *Schizosaccharomyces pombe* (*S. pombe*), the nuclear exosome is also involved in the degradation of a group of meiotic messenger RNAs (mRNAs) during vegetative growth. The targeting of these mRNAs to the nuclear exosome is independent of the TRAMP complex^20^,^21^, but requires the RNA-binding protein Mmi1, which can recognize a specific sequence motif (determinant of selective removal or DSR-sequence) on meiotic mRNAs^22^,^23^,^24^. Several additional proteins were reported to participate in this specific meiotic mRNA elimination system, including Red1 (RNA elimination defective 1)^25^, Pab2 (refs 21, 26), Red5 (ref. 27) and Iss10 (ref. 28). Interestingly, *S. pombe* has a second Mtr4 homologue protein, Mtl1 (Mtr4-like protein 1). Mtl1 was recently shown to interact with Red1, Pab2, Red5, Iss10, Mmi1 and several additional nuclear proteins^29^,^30^, some of which are related to the subunits of the human CBCN complex. This complex, also called MTREC (Mtl1–Red1 core) or NURS (nuclear RNA silencing) complex, is not only responsible for the degradation of meiotic mRNAs and ncRNAs, but also plays a role in the assembly of heterochromatic islands at meiotic genes^29^,^30^,^31^,^32^,^33^. Mtl1 also forms a separate complex with Nrl1 and Ctr1 and interacts with the splicing machinery, and can target intron-containing precursor telomerase RNA and cryptic introns to facilitate splicing and the production of short interfering RNAs at these loci^29^.

To further understand the role of this complex in RNA surveillance, we analysed the transcriptome of *S. pombe* cells carrying mutations in subunits of the MTREC complex. In addition to increased meiotic mRNA levels, these mutants also show strong, genome-wide accumulations of CUTs and unspliced pre-mRNA transcripts, at a comparable level to the nuclear exosome subunit, *rrp6* deletion. Conversely, deletion of the TRAMP complex subunit *cid14* shows only slight accumulation of these transcripts, indicating that in *S. pombe* the TRAMP complex has only a minor role in this process. RNA immunoprecipitation (RIP) experiments reveal that the MTREC complex is specifically recruited to CUTs and meiotic mRNAs. Our findings establish the MTREC complex as a central component of the eukaryotic RNA surveillance machinery through its role in the recognition and delivery of CUTs and unspliced/mis-spliced pre-mRNAs to the nuclear exosome.

## Results

### MTREC forms a large complex that interacts with the exosome

To understand more about the biochemical composition of the MTREC complex, we tagged the genomic copy of Mtl1 and Red1 and some of the interacting proteins, including Red5, Ars2 and Cbc1. We used tandem affinity tags and purified them under physiological salt concentrations. Furthermore, we also carried out these purifications in deletion alleles of various subunits to map interactions within the complex. The samples were treated with Benzonase, a highly efficient nuclease, to eliminate RNA- or DNA-mediated interactions. Co-purifying proteins were determined by matrix-assisted laser desorption/ionization–time of flight analysis of single protein bands and the liquid chromatography–tandem mass spectrometry analysis of the whole protein purification mix. We used label-free quantification (intensity-based absolute quantification, iBAQ)^34^ to determine the relative abundance of co-purified proteins compared with the bait protein.

These analyses confirmed several previously detected interactions^28^,^29^,^30^, and also significantly extended our understanding of this large, multi-subunit complex. We identified nine proteins that bind to both Mtl1 and Red1, and the binding was insensitive to nuclease treatment (Fig.1a). In addition to the previously identified Mtl1–Red1 core module, we identified four submodules: Red5–Pab2–Rmn1, Ars2–Cbc1–Cbc2, Iss10–Mmi1 and the more loosely associated canonical poly(A) polymerase Pla1 (Table 1; Fig. 1b; Supplementary Fig. 1a,b; Supplementary Data 1, 2). Evidence for the existence of these submodules was collected from the following observations. Deletion of *red1* destroyed the complex as a whole, but the Red5–Pab2–Rmn1 trimeric complex could still be isolated by purifying the Red5 subunit. Furthermore, deletion of *pab2* dissociated Red5 and Rmn1 from the core module, but the rest of the complex remained intact, although with impaired stability. Deletion of *rmn1* also negatively affected the overall stability of the MTREC complex, but did not interrupt specific interactions, indicating a more peripheral role for Rmn1. The trimeric Cbc1–Cbc2–Ars2 complex, which is the *S. pombe* equivalent of the human CBCA complex, could be isolated using Ars2 or Cbc1 as baits. These purifications also revealed that under steady-state conditions, only a small fraction of the Cbc1–Cbc2–Ars2 complex is stably associated with the MTREC complex. The Mmi1 subunit can be co-purified with the Pab2–Red5–Rmn1 submodule (see Red5–FTP in *red1Δ*), but also with the core-subunit Mtl1 alone (see Mtl1–FTP in *red1Δ* or Nrl1–FTP/Ctr1–FTP), indicating that Mmi1 has multiple interaction sites within the complex. Consistent with previous studies^28^, Mmi1 binding to the complex is strongly impaired by the deletion of the Iss10 subunit, while other subunits were not affected in *iss10Δ*.

Using Red5 as bait, we recovered not only the core module and the Red5–Pab2–Rmn1 submodule, but also Cbc1–Cbc2–Ars2 and Iss10–Mmi1. Furthermore, we used a split-tag approach to purify Mtl1 and, as a second purification step, Iss10, Cbc1 or Pab2. All of these purifications efficiently recovered all 11 subunits of the complex (Table 1; Supplementary Fig. 1a,b; Supplementary Data 1, 2), demonstrating that the Mtl1–Red1 core module can associate simultaneously with all submodules, forming a large, 11 subunit complex. However, the different stoichiometry of the submodules indicates that the MTREC complex might exist in various forms, and the different submodules can dynamically associate/dissociate with/from the Mtl1–Red1 core module.

The MTREC complex also interacts with the nuclear exosome, co-purifying a small (<1% of the bait protein), but significant amount of all 12 nuclear exosome subunits, including Rrp6 and Mpp6 (Supplementary Fig. 1a,b; Supplementary Data 1, 2). However, purification of the Red1 subunit yielded a particularly efficient isolation of the nuclear exosome (>20% of the bait), indicating that the interaction between the nuclear exosome and the MTREC complex is likely to be mediated by Red1. The exosome subunit Rrp6 was essential for this interaction, since in the *rrp6Δ* background, exosome subunits did not co-purify with the MTREC complex (Table 1; Fig. 1b; Supplementary Fig. 1a,b; Supplementary Data 1, 2).

In addition to the poly(A) polymerase, Pla1, the mRNA cleavage factor complex subunit, SPBC660.15 (homologue of *S. cerevisiae* Hrp1), was also found consistently in the purifications (Fig. 1a; Supplementary Data 1, 2), supporting the suggested interaction of the MTREC complex with cleavage and polyadenylation factors^25^,^29^,^30^. As previously reported, Mtl1 also forms a trimeric complex with Nrl1 and Ctr1 and interacts with the spliceosome independently from Red1 and other MTREC subunits^29^ (Table 1; Fig. 1b; Supplementary Fig. 1a,b; Supplementary Data 1, 2).

### MTREC targets CUTs to the nuclear exosome for degradation

To obtain new insights into the role of the MTREC complex in RNA processing, we carried out expression profiling experiments with a temperature-sensitive allele of *mtl1* (*mtl1-17*) or deletion alleles (*red1Δ*, *iss10Δ*, *mmi1Δ*, *rmn1Δ* and *pab2Δ*) of the complex. 

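The expression profiles of 9 mutants were measured on 16 tiling arrays, each hybridized with cDNA of a mutant and of its control strain. *rrp6Δ*, *red1Δ*, *pab2Δ*, *mtl1-17*, *cid14Δ*, *iss10Δ* and *sen1Δ*, 7 mutants, had 2 arrays each, and *rmn1Δ* and *mmi1Δ* had 1 each and so no replicate check. Cells were grown at 30 °C, except the *mtl1-17* cells and their control, which were grown at 23 °C and moved to 37 °C for 4 h. The control of *mtl1-17* carried a Flag-tagged *mtl1* allele according to the sample labels, and the *mmi1Δ* strain and its control both carried the *mei4-P572* mutation. Mutant cDNA was labelled with Cy5 and control cDNA with Cy3 on every array. Dyes were never swapped, so a dye bias of a probe adds to the ratio of each mutant and cancels only in differences between mutants. Each array held 174063 tiling probes. Between 49.1% and 77.4% of them (median 60.1%) were well above background in the control channel and between 50.0% and 84.7% (median 62.8%) in the mutant channel. The number of arrays limits the precision of the values. The files do not pair the probes with genes, so the deleted genes could not be looked up. In their place, runs of at least 3 neighbouring probes of a strand that were lost in a mutant and not in the others were searched for. The lowest such run had a mean log2 ratio of −7.84 in *cid14Δ*, −6.74 in *red1Δ*, −5.89 in *iss10Δ*, −5.71 in *sen1Δ* and −5.07 in *pab2Δ*, and a run of 21 probes had −5.82 in *rmn1Δ*. In *mmi1Δ* the lowest run, −5.43, was followed by another at −5.09, and in *rrp6Δ* the lowest run, −3.97, was followed by another at −3.81, so that no single run stood apart in these mutants.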

We also included deletion alleles of the nuclear exosome subunit *rrp6*, and the TRAMP complex subunit, *cid14*, in our analysis. We used high-resolution tiling microarrays with strand-specific probes to monitor changes in RNA levels compared with a wild-type (WT) strain. 

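The authors deposited the scanner output of each array as Agilent feature extraction wrote it. Its log ratio, log10 of Cy5 over Cy3, was converted to log2, and control spots and the 5 to 258 probes per array marked as outliers were left out. Each array was then centred so that the mean over the sense strand of transcription units was 0, following the centring on sense genes that the methods describe. Because no gene is paired with a probe, transcription units were defined from the control channel. A unit was a run of at least 6 probes of a strand whose control signal, averaged over the 16 arrays and smoothed with a running median of 5 probes, exceeded a log2 signal of 7.89. This gave 2540 units, with a median length of 20 probes of their strand, on the high-resolution part of the array and 1532 on the remaining part. The orientation of the odd- and even-numbered probes was taken from the order of gene strands along chromosome II of the ASM294v3 assembly. Its match with the units scored 769 in this orientation, against at most 547 in the other orientations and at most 506 in 20 shuffles of the units. On chromosomes I and III this orientation did not stand out, with scores of 653 and 288 against up to 692 and 290 in the others. A feature was the mean log2 ratio of at least 3 probes of a strand. PROMPTs were measured on the antisense strand up to 600 bp upstream of a unit, AS transcripts on the antisense strand within it, and 3′IGTs on the sense strand up to 600 bp downstream. On the high-resolution part, the units of these classes were limited by their neighbours. The flank measured had to be free of other units over 600 bp and the opposite flank over 100 bp. Units of the low-resolution part were not limited in this way. Class means were tested with fry and single features with lmFit and eBayes, all from limma, against a ratio of 0 over the 16 arrays, with Benjamini-Hochberg adjustment.

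**Figure D1:**
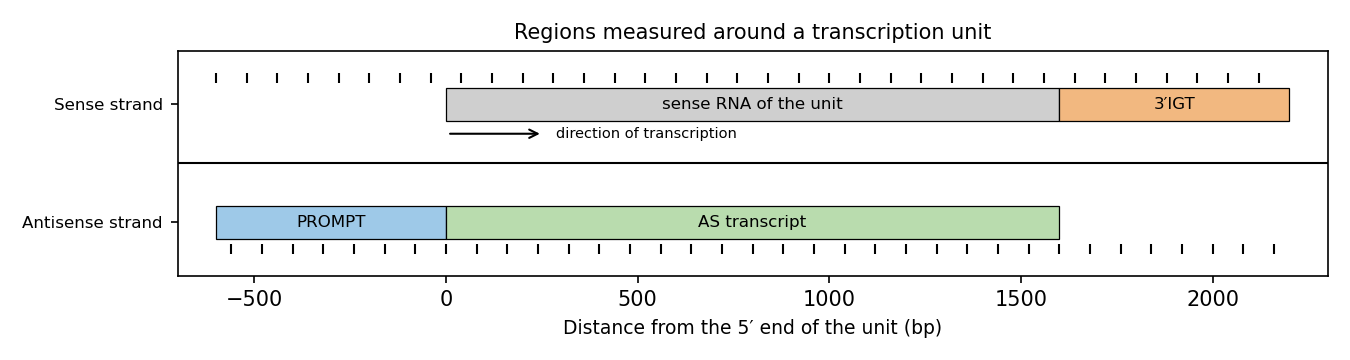
Regions measured around a transcription unit of median length, drawn to scale, with the distance from the 5′ end of the unit (bp) on the horizontal axis and the strands on the vertical axis. Boxes mark the sense RNA, the 3′IGT, the PROMPT and the AS transcript, and ticks mark the probes, which alternate between the strands every 40 bp. The PROMPT and the 3′IGT each span 600 bp.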

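In *rrp6Δ*, which lacks the nuclear exosome subunit Rrp6, the mean log2 ratio to the control was 0.80 ± 0.037 (SD, n = 2 arrays) over 607 PROMPTs (adjusted p = 2.6e-07, fry), a fold change of 1.74. It was 0.38 ± 0.12 (SD, n = 2) over 603 AS transcripts (adjusted p = 5.2e-04, fry) and 0.86 ± 0.016 (SD, n = 2) over 431 3′IGTs (adjusted p = 7.8e-07, fry). Among the alternatives, normexp background correction with loess moved the PROMPT mean most, to 0.44. Of 1641 CUT features, 912 were higher and 159 lower in *rrp6Δ* (limma, adjusted p under 0.05). Without centring of the arrays, these counts were 727 and 309. Sense RNAs changed both ways, with 1001 higher and 855 lower of 4068 units, or 602 higher and 1532 lower without centring. With an absolute log2 change of at least 1 required as well, 427 sense units were past the threshold. Whether these units are meiotic genes was not analysed here.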

As previously reported, deletion of *rrp6* leads to strong accumulation of CUTs and a small group of mRNAs that are mostly involved in meiosis^16^,^23^,^25^,^29^,^30^,^35^. 

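Around the units of the high-resolution part, the mean log2 ratio in *rrp6Δ* was read at each probe position of the flanks. On the antisense strand upstream it was highest at the probe 280 bp from the unit, with 0.97 ± 0.035 (SD, n = 2). Downstream on the sense strand it was highest at probe 3 of that strand from the unit, with 1.01 ± 0.053 (SD, n = 2). Over the middle of the units, the antisense strand had a mean of 0.30 ± 0.17 (SD, n = 2). Most of these probes were dim in the control. Averaged over the arrays, 38.0% of the probes in PROMPTs, 35.6% in AS transcripts and 42.9% in 3′IGTs were well above background in the control channel, against 97.3% of the sense probes. In the *rrp6Δ* channel, the share in PROMPTs was 74.2% and 59.0% on the 2 arrays, and 50.3% and 38.4% in their controls.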

CUTs in *S. pombe* can be divided into three major categories as follows: (1) short PROMPTs, initiating from the vicinity of the transcription start site (TSS) in the AS direction of the associated genes; (2) AS transcripts within gene regions; and (3) short 3′-intergenic transcripts (3′IGTs) downstream of the transcription termination site (TTS), which corresponds to the sense direction of the associated genes (Fig. 2a,b; Supplementary Fig. 2a,b).

Surprisingly, deletion of the *S. pombe* Trf4/5 orthologue, *cid14*, showed only a minor effect on CUTs at a genome-wide level (Fig. 2a,b). 

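In *cid14Δ*, 267 of the CUT features tested were higher and 128 lower than in the control (limma, adjusted p under 0.05), 24.1% of the features, where 65.3% were called in *rrp6Δ*. Of the 267 features that were higher, 220 were also higher in *rrp6Δ*, or 82.4%, where 55.6% of all CUT features were higher in *rrp6Δ*. The number of calls depended on the processing and on single arrays. Normexp background correction with loess gave 200 called CUT features in place of 395, and leaving out *cid14Δ* replicate 1 left 152. Among the sense units, 337 were higher and 263 lower.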

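In *cid14Δ*, which lacks the TRAMP subunit Cid14, PROMPTs had a mean log2 ratio of 0.070 ± 0.039 (SD, n = 2 arrays; adjusted p = 0.12, fry), and 74 of them were higher and 41 lower. Taking the median over the probes of a feature in place of the mean gave 0.10 for PROMPTs, which passed the threshold of an adjusted p of 0.05. AS transcripts had a mean of −0.052 ± 0.099 (SD, n = 2; adjusted p = 0.27, fry), with opposite signs on the 2 arrays, and 59 were higher and 77 lower. 3′IGTs had a mean of 0.37 ± 0.011 (SD, n = 2; adjusted p = 1.1e-04, fry), with 134 higher and 10 lower. The levels of meiotic mRNAs were not analysed here.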

While AS transcripts and 3′IGTs showed minor accumulation in the *cid14Δ* strain, PROMPTs and meiotic mRNAs were only negligibly affected (Fig. 2b,c). This result suggests that the TRAMP complex is mostly dispensable for the recognition and degradation of CUTs in *S. pombe*. In contrast, deletion or mutation alleles of the MTREC complex lead to significant accumulation of all types of CUTs and also meiotic mRNAs. This effect is comparable to the level of CUT accumulation in the nuclear exosome subunit *rrp6* deletion (Fig. 2a,b). 

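Tested against each other, *cid14Δ* lay below *rrp6Δ* in all classes. The difference in mean log2 ratio was −0.73 for PROMPTs (adjusted p = 3.8e-06, fry), −0.43 for AS transcripts (adjusted p = 0.0011, fry) and −0.49 for 3′IGTs (adjusted p = 8.2e-05, fry), adjusted over 21 contrasts. A dye bias common to the arrays cancels in these differences. With the slide as a fixed term, which leaves 1 residual degree of freedom, the differences in PROMPTs and AS transcripts kept their sign and did not pass the threshold (−0.68 and −0.58). From the small change of CUTs in *cid14Δ*, the paper proposes that TRAMP is largely not needed to recognize and degrade them.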

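PROMPTs were higher than in the control in *red1Δ* (mean log2 ratio 0.58 ± 0.034, SD, n = 2 arrays, adjusted p = 8.2e-07, fry), in *pab2Δ* (0.42 ± 0.043, SD, n = 2, adjusted p = 6.4e-06, fry) and in *mtl1-17* (0.32 ± 0.0092, SD, n = 2, adjusted p = 1.9e-05, fry). 3′IGTs were higher in the same mutants, with 0.39 ± 0.10 in *red1Δ* (SD, n = 2, adjusted p = 6.6e-05, fry), 0.31 ± 0.024 in *pab2Δ* (SD, n = 2, adjusted p = 3.5e-04, fry) and 0.34 ± 0.020 in *mtl1-17* (SD, n = 2, adjusted p = 1.2e-04, fry). The mean of AS transcripts was not different from 0 in *red1Δ* (0.051 ± 0.083, SD, n = 2, adjusted p = 0.44, fry) or in *mtl1-17* (0.060 ± 0.031, SD, n = 2, adjusted p = 0.28, fry). When only neighbours on the same strand limited the choice of units, these means were 0.20 and 0.18, and both passed the threshold. Against *cid14Δ*, PROMPTs were higher by 0.51 in *red1Δ* (adjusted p = 2.0e-05, fry), by 0.35 in *pab2Δ* (adjusted p = 8.2e-05, fry) and by 0.25 in *mtl1-17* (adjusted p = 2.9e-04, fry). With the slide as a fixed term and 1 residual degree of freedom, these differences were 0.52, 0.36 and 0.28 and did not pass the threshold. The 3′IGTs of *cid14Δ* could not be distinguished from those of *red1Δ*, *mtl1-17* or *pab2Δ* (adjusted p = 0.47, 0.98 and 0.45, fry). A split by the strand of the downstream neighbour was chosen after the data were seen. With the neighbour on the other strand (116 units), 3′IGTs were higher in *red1Δ* than in *cid14Δ* by 0.25 (adjusted p = 0.0085, fry). With it on the same strand (315 units), the difference was −0.069 (adjusted p = 0.76, fry).

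**Figure D2:**
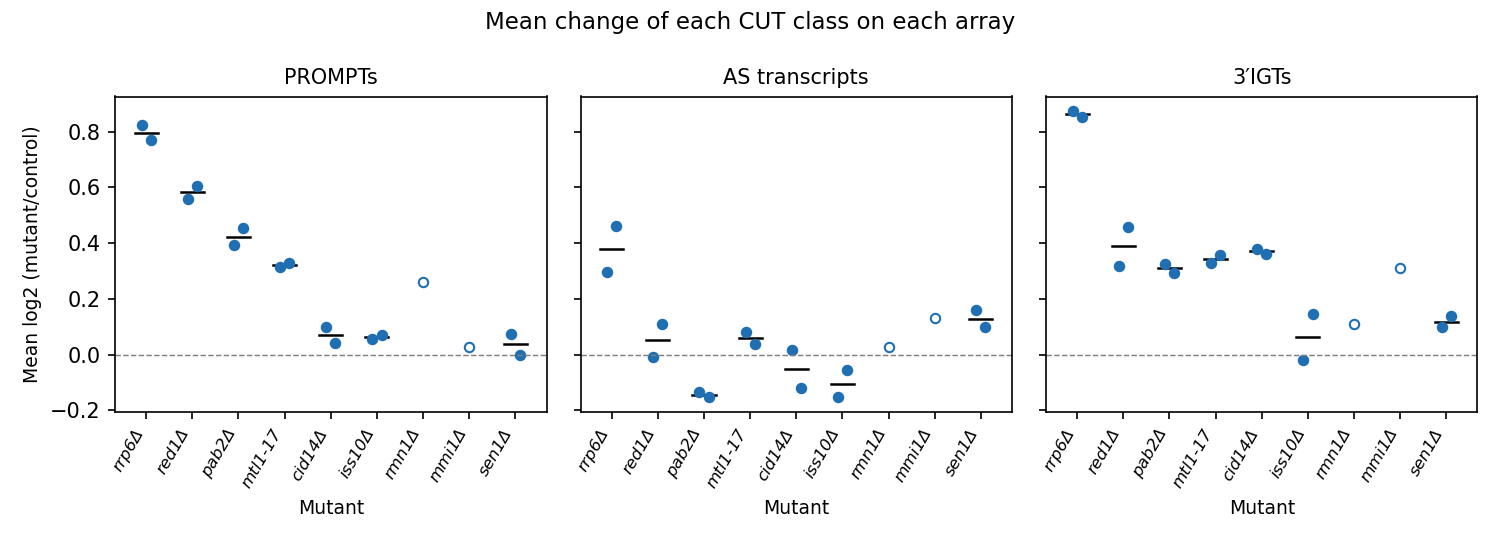
Mean log2 (mutant/control) of PROMPTs, AS transcripts and 3′IGTs on each array (vertical axis) for each mutant (horizontal axis). Each point is an array, filled where a mutant had 2 arrays and open where it had 1, and short lines mark the mean of 2 arrays. PROMPTs range from 0.82 on an *rrp6Δ* array to a value near 0 on a *sen1Δ* array, while AS transcripts reach 0.30 and 0.46 in *rrp6Δ* and stay below these values in the other mutants.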

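Relative to *rrp6Δ*, the mean log2 ratio of PROMPTs was lower by a difference of −0.21 in *red1Δ* (adjusted p = 0.0015, fry), −0.37 in *pab2Δ* (adjusted p = 8.2e-05, fry) and −0.47 in *mtl1-17* (adjusted p = 4.2e-05, fry). For AS transcripts the differences were −0.33 (adjusted p = 0.0057, fry), −0.52 (adjusted p = 3.8e-04, fry) and −0.32 (adjusted p = 0.0072, fry), and for 3′IGTs −0.48 (adjusted p = 1.0e-04, fry), −0.55 (adjusted p = 8.0e-05, fry) and −0.52 (adjusted p = 8.8e-05, fry), in the same order of mutants. The comparison depends on the centring, because the sense mean of the *rrp6Δ* arrays before centring was −0.20 and −0.28. Without centring, PROMPTs in *red1Δ* differed from *rrp6Δ* by 0.0165 and in *pab2Δ* by −0.083, and AS transcripts in *red1Δ* by −0.098, and none of these differences passed the threshold. The same held after normexp and centring on the median of the array for PROMPTs in *red1Δ* (−0.080) and *pab2Δ* (−0.17) and AS transcripts in *mtl1-17* (−0.13), and after normexp and loess for AS transcripts in *mtl1-17* (−0.11). With the slide as a fixed term and 1 residual degree of freedom, the differences in the same order were −0.16, −0.32 and −0.40 for PROMPTs and −0.36, −0.605 and −0.41 for AS transcripts, none past the threshold, and those of 3′IGTs passed it. Of the CUT features that were higher in a mutant, 505 of 562 in *red1Δ* (89.9%), 431 of 495 in *pab2Δ* (87.1%) and 409 of 449 in *mtl1-17* (91.1%) were also higher in *rrp6Δ*. Such a share does not by itself mark these mutants, since it was 97.1% in *iss10Δ* (33 of 34 features). In *cid14Δ* it was 82.4% and in *sen1Δ* 72.7%. A dye bias common to the arrays would also raise it.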

Strand-specific RNA-sequencing (RNA-seq) of *rrp6Δ*, *red1Δ* and *mtl1-17* strains also confirmed the microarray results (Supplementary Fig. 2b), and showed elevated PROMPTs, AS RNAs and 3′IGTs in these mutants compared with the WT strain.

A closer look at the expression profiles also reveals remarkable differences between the effects of the different subunit deletions (Fig. 2b,c; Supplementary Fig. 2a,b). 

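The number of CUT features that were lower than in the control also differed between the mutants, with 186 in *red1Δ*, 296 in *pab2Δ* and 98 in *mtl1-17* (limma, adjusted p under 0.05). The gap between *red1Δ* and *pab2Δ* depended on the processing. After normexp and centring on the median of the array, 64 and 77 were lower, and with the median over probes 76 and 116. Sense units changed in both directions, with 765 higher and 671 lower in *red1Δ*, 581 and 395 in *pab2Δ*, and 201 and 159 in *mtl1-17*. Without centring, the *mtl1-17* counts were 152 higher and 209 lower. These counts rest on both arrays of a mutant. In *mtl1-17*, 360 sense units were called in all, and 106 or 107 when an array was left out.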

While *red1Δ* equally affects all subtypes of CUTs and meiotic mRNAs, *pab2Δ* mostly accumulates PROMPTs, but AS transcripts are only marginally affected. 

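Within the units that carried both features, the mean log2 ratio of PROMPTs exceeded that of AS transcripts by 0.53 in *red1Δ* and by 0.57 in *pab2Δ* (both adjusted p = 7.1e-05, fry), over 603 units. AS transcripts in *pab2Δ* had a mean of −0.14 ± 0.013 (SD, n = 2 arrays; adjusted p = 0.047, fry), and 95 were higher and 198 lower. This mean did not pass the threshold when either array was left out, and was 0.0117 when only neighbours on the same strand limited the choice of units. In *red1Δ*, 111 AS transcripts were higher and 90 lower, against 298 and 46 of the PROMPTs and 153 and 50 of the 3′IGTs. In *pab2Δ*, 263 PROMPTs were higher and 67 lower, and 137 3′IGTs were higher and 31 lower.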

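In *iss10Δ*, the mean log2 ratio was 0.064 ± 0.010 over PROMPTs (SD, n = 2 arrays; adjusted p = 0.11, fry), −0.10 ± 0.069 over AS transcripts (SD, n = 2; adjusted p = 0.12, fry) and 0.064 ± 0.12 over 3′IGTs (SD, n = 2; adjusted p = 0.27, fry). Of the CUT features, 34 were higher and 2 lower, and of the sense units 45 were higher and 7 lower (limma, adjusted p under 0.05). The 3′IGT mean was 0.15 without *iss10Δ* replicate 1, which passed the threshold, and −0.019 without replicate 2. The *mmi1Δ* array gave 0.028 for PROMPTs (adjusted p = 0.47, fry) and 0.13 for AS transcripts (adjusted p = 0.19, fry). Its 3′IGTs had a mean of 0.31 (adjusted p = 0.0024, fry), or 0.15, not past the threshold, after normexp and centring on the median of the array. Here 78 CUT features were higher and 33 lower, and 84 sense units were higher and 95 lower. In *rmn1Δ*, also with a single array, the mean of PROMPTs was 0.26 (adjusted p = 6.9e-04, fry), that of AS transcripts 0.028 (adjusted p = 0.78, fry) and that of 3′IGTs 0.11 (adjusted p = 0.10, fry), with 53 CUT features higher and 3 lower. The p-values of *rmn1Δ* and *mmi1Δ* take their single arrays to vary like the mutants with 2 arrays.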

Deletion of *iss10* or *mmi1* only affects meiotic mRNAs, while *rmn1Δ* shows only a moderate accumulation of PROMPTs. These results, together with previous reports^29^,^30^, suggest that the submodules of the complex might also represent functional modules, responsible for the targeting of different RNA subclasses.

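PROMPTs exceeded AS transcripts of the same units by 0.42 in *rrp6Δ* (adjusted p = 2.1e-04, fry), 0.26 in *mtl1-17* (adjusted p = 0.0031, fry), 0.23 in *rmn1Δ* (adjusted p = 0.021, fry) and 0.17 in *iss10Δ* (adjusted p = 0.021, fry), while the difference of −0.10 in *mmi1Δ* (adjusted p = 0.21, fry) did not pass the threshold. When only neighbours on the same strand limited the choice of units, the difference did not pass in *rrp6Δ* (0.0171), *mtl1-17* (0.070), *rmn1Δ* (0.14) or *iss10Δ* (0.13). After normexp and centring on the median of the array it did not pass in *rmn1Δ* (0.12) or *iss10Δ* (0.10), and in *iss10Δ* neither after normexp and loess (0.097), with the median over probes (0.12), with the series matrix (0.091) nor when replicate 1 was left out (0.13). A set of 285 CUT features was higher in *red1Δ*, *pab2Δ* and *mtl1-17* together, and 273 of these were higher in *rrp6Δ* (95.8%). The share among the features higher in *iss10Δ* was as high (97.1%). From differences between the mutants, together with previous reports, the paper raises the possibility that the submodules of the complex are functional modules for different classes of RNA.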

### MTREC is specifically recruited to CUTs and meiotic mRNAs

The majority of the MTREC subunits possess potential RNA-binding motifs, suggesting that the complex might directly bind to various RNA transcripts. To further understand the role of this complex in the recognition and degradation of CUTs, we carried out RIP experiments to determine the RNA-binding profile of the MTREC complex. We used tandem-affinity-tagged versions of Red1, Mtl1 or Red5 subunits to purify the complex and analyse the co-purifying RNA fraction. These purifications yielded a significant amount of RNA, which we reverse transcribed, labelled and hybridized to tiling microarrays against RNA isolated from the input of the corresponding strain. These experiments revealed that the immunoprecipitated (IPed) RNA fraction is strongly enriched for CUTs, such as PROMPTs, AS transcripts and, to a lesser extent, 3′IGTs (Fig. 2d). Meiotic mRNAs regulated by the nuclear exosome were also highly enriched in the IP fraction (Fig. 2e), while other mRNAs were generally under-represented. Under our experimental conditions, each of the three bait proteins purified the entire MTREC complex, and accordingly, they showed very similar RNA-binding profiles to each other. We also carried out strand-specific reverse transcription PCR (RT–PCR) reactions to amplify selected CUTs and the *mei4* meiotic mRNA and confirmed the strong enrichment of these transcripts in the IP fraction compared with the input (Supplementary Fig. 2c). Overall, our experiments show that the MTREC complex is specifically recruited to CUTs and meiotic mRNAs, and it plays a key role in their degradation by the nuclear exosome.

### CUTs and meiotic mRNAs have long poly(A) tails

The poly(A) polymerase activity of the TRAMP complex adds a short oligo(A) tail to its substrate RNAs^13^,^14^. This short oligo(A) tail is important for the activation of the exosome, probably by establishing an unstructured 3′ end to initiate the exonucleotic degradation^36^. Since the MTREC complex also interacts with the canonical poly(A) polymerase, Pla1 (refs 25, 29, 30), and other cleavage factors (Fig. 1a), and the poly(A) tail on meiotic mRNAs is a prerequisite for their efficient degradation^21^,^23^,^25^, we wondered whether CUTs are also polyadenylated in *S. pombe*. We treated total RNA of WT or MTREC mutant strains with RNase H in the presence or absence of an oligo(dT) DNA oligomer. The RNase H activity cleaves the poly(A) tails of the RNA transcripts only in the presence of the complementary oligo(dT) DNA. After ligating linkers to the 3′ end of the RNase H-treated transcripts, we generated a complementary DNA (cDNA) library and amplified the 3′ ends of selected transcripts^37^ (Fig. 3a,b; Supplementary Fig. 3). We analysed the length of the poly(A) tails of two cryptic AS transcripts, the PROMPT of the *cti6* gene and used the *rec8* meiotic mRNA as a control^23^,^25^,^27^ (Fig. 3b). Our analysis showed that these transcripts are all polyadenylated both in WT and in mutant cells, and the poly(A) tail can be up to 200 nucleotides in length. Mutations in the MTREC complex, or deletion of *rrp6*, did not significantly change the length of the poly(A) tails of these CUTs, with the exception of the *pla1-ts37* mutant, which showed decreased poly(A) tail length, but also caused strong alternative cleavage site usage at the analysed AS transcripts (these bands are also visible in the RNA fractions treated with oligo(dT)) (Supplementary Fig. 3). The poly(A) tail of *rec8* was significantly shorter in the *mmi1Δ* strain, reaching only about 80 nucleotides in length, which is a typical poly(A) length for mRNAs in *S. pombe*. This observation is consistent with previous reports that Mmi1 promotes hyperadenylation of DSR-containing meiotic mRNAs and is required for their degradation by the nuclear exosome^21^,^23^,^25^, and shows that in the absence of Mmi1, DSR-containing transcripts are processed as normal mRNAs. Since the amount of *rec8* transcript is very low in WT cells, we could not reliably determine the length of the poly(A) tail in WT conditions. These results show that, in contrast to *S. cerevisiae*, CUTs have long poly(A) tails in *S. pombe*. Since the typical poly(A) tail length of mRNAs is about 50–80 nucleotides in fission yeast, CUTs and meiotic mRNAs are relatively hyperadenylated. This result is also consistent with the very high abundance of the poly(A)-binding protein, Pabp, in the purification of the MTREC complex (Fig. 1a). The co-purification of Pabp was highly sensitive to nuclease treatment, suggesting that Pabp binding is mediated by RNAs with long poly(A) tails.

### Mtl1–Ctr1–Nrl1 targets unspliced pre-mRNAs to MTREC

Mtl1 also forms a separate complex with Ctr1 and Nrl1, which interacts with the spliceosome and was reported to function in cryptic splice site utilization at several genomic sites^29^. These findings prompted us to analyse the potential role of Mtl1 and the MTREC complex in the quality control of splicing. The role of the exosome in the degradation of unspliced pre-mRNA transcripts was previously documented^16^,^38^,^39^, but the molecular mechanism underlying how these transcripts are recognized by the exosome is not understood. We used RNA-seq technology as an alternative to microarray because, in general, microarray data do not give the necessary resolution to reliably detect the short intronic sequences typically present in *S. pombe*. We isolated total RNA from WT and mutant cells, depleted the rRNAs, and prepared directional RNA libraries for Illumina sequencing. Similar to previous reports, we detected significantly increased intronic reads in the exosome mutant *rrp6Δ* strain (Fig. 4a,b). Remarkably, we observed a very similar pattern in the *mtl1-17* mutant, as well as in the *ctr1Δ*, *red1Δ* and, to a slightly lesser extent, in the *nrl1Δ* strains (Fig. 4a,b; Supplementary Fig. 4a). Composite plots of all introns in the *S. pombe* genome show two to three times higher intronic reads in the mutants compared with WT. This increase in the intronic reads can arise from the elevated levels of the excised intronic sequences or higher amounts of unspliced or mis-spliced RNA transcripts. Closer analysis of the sequencing reads showed that these intronic reads mostly span exon–intron boundaries (Supplementary Fig. 4b), demonstrating that the increased intronic reads are the result of the elevated levels of unspliced or mis-spliced pre-mRNA transcripts. To further confirm this finding, we selected introns from three different genes and determined the levels of spliced and unspliced RNA in WT and mutant strains. We used strand-specific RT–PCR to amplify short sense RNA fragments spanning the splice site, resulting in a short PCR product from spliced RNAs, and a longer product from unspliced transcripts. Compared with the WT strain, the amount of unspliced products increased markedly in *rrp6Δ*, *red1Δ*, *mtl1-17*, *ctr1Δ*, *nrl1Δctr1Δ* strains and, to a lesser extent, in the *nrl1Δ* strain (Fig. 4c). Since the primers hybridized to the exonic sequences, the longer PCR products are produced exclusively from unspliced transcripts. These results confirm the accumulation of unspliced or mis-spliced pre-mRNA transcripts in these mutant strains.

Increased levels of unspliced pre-mRNA transcripts might point to impaired quality control and the inefficient degradation of unspliced/mis-spliced transcripts, or, alternatively, the splicing process itself might be affected in these mutants. If a mutation stabilizes unspliced pre-mRNAs, in addition to the elevated intronic RNA levels, exonic coverage would also be expected to show a similar increase. In contrast, in case of a splicing defect, the level of exonic sequence coverage would be unaffected or show a moderate decrease if the unspliced transcripts are less stable than the properly spliced transcripts. Since the absolute increase in the intronic reads is relatively low compared with the level of exonic reads, we carried out the analysis on introns representing the upper 25 percentile with the highest increase of intronic coverage normalized to the expression level of the surrounding exons in the *ctr1Δ* mutant strain (Supplementary Fig. 4c,d, see the figure legend and Methods section for a more detailed description of the analysis). This analysis revealed that in the *ctr1Δ* or *nrl1Δ* mutant strains, both the intronic and also the surrounding exonic sequence coverage showed similar increases, while the expression of genes without introns was unaffected (Supplementary Fig. 4c,d). This result strongly suggests that the elevated level of intronic reads in the mutant strains is the consequence of the inefficient degradation of unspliced or mis-spliced transcripts; however, a defect in splicing cannot be completely ruled out. Furthermore, the significant increase in the level of intronic reads is not only detected in mutants of *mtl1*, *nrl1* and *ctr1*, factors that tightly interact with the spliceosome, but also in *red1Δ* or *rrp6Δ* strains, even though these factors are not a part of the spliceosome and are unlikely to directly affect genome-wide splicing efficiency. Overall, our data strongly indicates that the Mtr1–Ctr1–Nrl1 complex is involved in the recognition and degradation of unspliced or mis-spliced RNA products through the MTREC complex and the nuclear exosome.

## Discussion

Widespread pervasive transcription in the eukaryotic genome produces a substantial amount of non-protein coding transcripts, but the majority of these ncRNAs are unstable and rapidly degraded by the RNA surveillance machinery. The nuclear exosome, a large complex with 3′ to 5′ exonuclease activity, is mostly responsible for the degradation of these ncRNAs. The substrate specificity of this very efficient RNA degradation machinery is tightly controlled by specific exosome targeting complexes that present substrate RNAs to the exosome for degradation. Such exosome targeting complexes include the well-characterized nuclear TRAMP complex, the cytoplasmic Ski complex or the human NEXT complex. The recently identified *S. pombe* MTREC complex was also shown to target meiotic mRNAs and regulatory ncRNAs to the nuclear exosome^29^,^30^. Our results further show that the MTREC complex is the major nuclear exosome targeting factor for CUTs and unspliced pre-mRNAs and it is required for the rapid degradation of these transcripts. The helicase subunit Mtl1 also interacts with the spliceosome and plays a key role in the quality control process during splicing by targeting unspliced or mis-spliced pre-mRNA transcripts to the exosome.

Interestingly, all of the exosome targeting complexes identified to date contain a conserved RNA helicase. On the basis of the available structural data for the Ski-complex and the TRAMP complex, it is likely that the helicase activity plays an essential role in the unwinding of the target RNAs and in feeding them directly into the barrel-like structure of the exosome^10^,^40^,^41^. Similarly, Mtl1, the helicase subunit of the MTREC complex, is likely to have a role in feeding the MTREC-bound RNAs into the nuclear exosome. Although Mtl1 is highly similar to Mtr4, the short N-terminal motif responsible for the Mtr4 interaction with the exosomal subunits Rrp6 and Rrp47 is missing from Mtl1 (ref. 41). Our biochemical analysis suggests that the Zn-finger protein, Red1, is responsible for connecting Mtl1 and the MTREC complex to the exosome. This interaction is dependent on Rrp6, a nuclear compartment-specific subunit of the exosome. Consistently, deletion of *red1* or *rrp6* leads to the accumulation of CUTs, meiotic mRNAs and also unspliced pre-mRNA transcripts. This result also highlights the fact that although the Mtl1, Ctr1 and Nrl1 proteins form a biochemically separate complex from MTREC, the role of this complex in splicing quality control is dependent on Red1 and the MTREC complex.

Nearly all subunits of the MTREC complex contain motifs with potential RNA-binding activity: Cbc1 and Cbc2 bind to the 5′ cap structure of RNA polymerase II transcripts, Rmn1, Pab2 and Mmi1 contain classical RNA-binding motifs, while Red1, Ars2 and Red5 have Zn-finger domains. These subunits might possess different RNA-binding preferences and/or targeting mechanisms and allow the specific recognition of different classes of CUTs and other aberrant transcripts. Indeed, the Mmi1 subunit specifically binds to transcripts with DSR motifs found in a subset of meiotic mRNAs^22^. Consequently, deletion of *mmi1* or its binding partner, *iss10*, leads to the stabilization of meiotic mRNAs, but does not affect the degradation of CUTs. Deletion of *pab2* leads to the strong accumulation of PROMPTs, but only marginally affects the level of AS transcripts. Overall, these results suggest a model in which the MTREC submodules specifically bind, or are recruited to, different subsets of CUTs, unspliced transcripts or meiotic mRNAs, and deliver these RNAs to the MTREC complex. The RNA-loaded MTREC complex then docks to the nuclear exosome through the Red1 subunit and the helicase activity of Mtl1 feeds these RNAs into the exosome channel (Fig. 5).

Our model suggests that the Red1 subunit is indispensable for the nuclear exosome targeting activity of the MTREC complex. Indeed, deletion of *red1* equally affects all subtypes of CUTs, meiotic mRNAs and unspliced pre-mRNAs, and its phenotype is similar to the *rrp6Δ*. Interestingly, neither Red1 nor Rrp6 is essential for cell viability in *S. pombe*, while other subunits, including Mtl1, Red5 and the entire CBCA (Cbc1–Cbc2–Ars2) complex, are essential. This indicates that these subunits must also have additional roles in *S. pombe*. Indeed, Cbc1 and Cbc2 are essential components of the cap structure of mRNAs and Red5 was reported to play a role in mRNA export^27^,^42^. Mtl1 was also shown to be involved in sn(o)RNA processing^29^, like its *S. cerevisiae* homologue, Mtr4.

Remarkably, several evolutionarily conserved subunits of the MTREC complex do not have an apparent homologue in *S. cerevisiae*, including Red1, Red5, Rmn1 and Ars2, indicating that the entire MTREC complex is missing from budding yeast. Consistently, the recognition and exosome targeting of CUTs in *S. cerevisiae* shows major differences to *S. pombe* and to higher eukaryotes. In *S. cerevisiae*, the Nrd1–Nab3 complex recognizes CUTs via sequence-specific RNA–protein interactions and terminates their transcription. These RNA motifs are highly enriched in CUTs and depleted from mRNAs^43^. The TRAMP complex then adds a short oligo(A) tail to these transcripts^7^,^8^,^14^ and targets them to the nuclear exosome. In contrast, the TRAMP complex is mostly dispensable for the degradation of CUTs in *S. pombe* and in higher eukaryotes, and its function is probably more related to nucleolar RNA processing. Similarly, the Nrd1–Nab3 complex is not conserved in higher eukaryotes, and our data shows that deletion of *sen1* in *S. pombe* causes only minor accumulation of CUTs (Supplementary Fig. 2a). 

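In *sen1Δ*, the mean log2 ratio to the control was 0.037 ± 0.054 over PROMPTs (SD, n = 2 arrays; adjusted p = 0.27, fry), 0.13 ± 0.042 over AS transcripts (SD, n = 2; adjusted p = 0.101, fry) and 0.12 ± 0.028 over 3′IGTs (SD, n = 2; adjusted p = 0.028, fry). The 3′IGT mean did not pass the threshold without centring (0.0171) or when an array was left out. After normexp background correction with loess, PROMPTs (0.067) and AS transcripts (0.11) passed it. Of the CUT features, 88 were higher and 36 lower (limma, adjusted p under 0.05), or 60 and 52 without centring. After normexp and centring on the median of the array, the calls rose to 259 higher and 55 lower. Leaving out *sen1Δ* replicate 1 left 23 called CUT features of 124.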

The major nuclear exosome targeting factor for CUTs and aberrant transcripts in *S. pombe* and in humans is the MTREC and NEXT complex, respectively. The classical poly(A) cleavage sites are highly enriched upstream of the TSS in these species, suggesting that the canonical cleavage and poly(A) machinery are involved in the processing of CUTs^44^. This is consistent with the finding that CUTs and meiotic mRNAs have long poly(A) tails and the MTREC complex interacts with mRNA cleavage and polyadenylation factors, including the canonical poly(A) polymerase Pla1 (refs 25, 29, 30).

The overlapping functions of the fission yeast MTREC complex and the human NEXT complex raise the question of whether the MTREC complex might be the *S. pombe* orthologue of the NEXT complex. In the *Schizosaccharomyces* genus, the *mtr4* gene went through a duplication event and the two *mtr4* homologues, *mtr4* and *mtl1*, slightly differentiated to fulfil different functions (Supplementary Fig. 5). While Mtr4 is a subunit of the TRAMP complex, Mtl1 is a part of the MTREC complex and the functionally connected Mtl1–Ctr1–Nrl1 complex. Human Mtr4 (hMTR4) is a subunit of both the TRAMP complex and the NEXT complex. However, the additional two subunits of the NEXT complex, the Zn-finger protein ZCCHC8 and the RNA-binding protein RBM7, do not show strong homology with subunits of the MTREC complex. Remarkably, purification of the hMTR4 protein also specifically enriched the predicted human homologues of the MTREC complex, including the Red1 homologue ZFC3H1, the Cbc1 and Cbc2 homologues CBP80 and CBP20, the human ARS2, the Pab2 homologue PABPN1, the Rmn1 homologue RBM27 and the Red5-related Zn-finger protein, ZC3H18 (ref. 17, 18). These data suggest the existence of several different nuclear exosome targeting complexes in higher eukaryotes, including the human TRAMP and NEXT complexes and probably the human orthologue of the MTREC complex. All these complexes share the conserved helicase subunit, hMTR4, but have different Zn-finger- and RNA recognition motif (RRM)-containing subunits, likely targeting specific subclasses of CUTs or other aberrant transcripts to the nuclear exosome. The lack of the MTREC and NEXT complexes in budding yeast might represent another example of the co-elimination of a set of functionally connected genes from *S. cerevisiae*^45^. The Nrd1–TRAMP pathway probably took over the function of these NEXT-like complexes in *S. cerevisiae* to ensure the proper degradation of unwanted ncRNAs in the nucleus and to maintain genomic integrity. Overall, our study reveals the central role of the evolutionarily conserved MTREC complex in RNA quality control, and in the recognition and elimination of aberrant, cryptic transcripts. We are only beginning to understand how the RNA surveillance machinery distinguishes RNAs destined for degradation from mRNAs and stable ncRNAs. However, these findings push MTREC complex to the forefront of this process. More comprehensive characterization of this complex will help to further dissect the molecular mechanisms underlying RNA surveillance in higher eukaryotes.

## Methods

### Tandem affinity purification

Flag-TEV-protein A (FTP)-tagged bait proteins were harvested from 2 l YEA cultures of yeast strains grown to OD_600_ 1.8–2.2. Cell pellets were snap-frozen in liquid nitrogen and ground into powder using the Cryo-mill MM-400 (Retsch). Cells were resuspended in purification buffer (50 mM HEPES, pH 7.0; 100 mM NaCl; 1.5 mM MgCl_2_; 0.15% NP-40), supplemented with 1 mM dithiothreitol (Carl Roth), 1 mM phenylmethylsulphonyl fluoride (Sigma-Aldrich) and protease inhibitor mix (Serva Electrophoresis). Cell extracts were centrifuged at 3,500*g* for 10 min at 4 °C, then the supernatants were further centrifuged at 27,000*g* for 45 min at 4 °C. Clarified supernatants were then incubated with 150 μl slurry of IgG beads (GE Healthcare) for 2 h at 4 °C on a turning wheel. After binding, the beads were washed with 2 × 15 ml purification buffer and TEV cleavage was performed in purification buffer containing 20 units TEV (Life Technologies), 0.5 mM dithiothreitol and 50 units Benzonase (Millipore) for the removal of nucleic acids, for 2 h at 16 °C. The eluate was collected and incubated with 100 μl slurry of anti-Flag beads (Sigma-Aldrich) for 1 h at 4 °C. The protein-bound anti-Flag beads were washed with 2 × 10 ml  purification buffer and the proteins were subsequently eluted from the beads by competition with 200 μl Flag peptide (100 μg ml^−1^, Sigma-Aldrich). The eluted proteins were analysed by Coomassie staining using Brilliant Blue G (Sigma-Aldrich) or silver staining using a SilverXpress staining kit (Life Technologies) on 4–12% NuPAGE Bis-Tris gels (Life Technologies), followed by mass spectrometry analysis.

### Mass spectrometry analysis

Mass spectrometry was performed at the ‘FingerPrints' Proteomics and Mass Spectrometry Facility at the College of Life Sciences, University of Dundee. The raw data were processed with MaxQuant v1.3.0.5 software^46^. The protein search was performed against a curated *S. pombe* protein list. To check the relative protein amounts in the samples, we used the sum of all peptide peak intensities divided by the number of theoretically observable tryptic peptides (iBAQ values)^34^. An identified protein was considered as non-significant if its iBAQ value was <50,000 or had zero spectral counts. iBAQ values were normalized to the iBAQ value of the bait protein and indicated as percentage of the bait. iBAQ values and sequence coverage are shown in Supplementary Data 1 and 2.

### Strand-specific RT–PCR

Total RNAs or RNA isolated from the IP fraction and the input fraction of RIP experiments were treated with Turbo DNase (Life Technologies). RNA concentration was measured using a Qubit RNA Assay Kit (Life Technologies), and 200 ng from the total RNA, or 45 ng from the isolated IP and input fraction of the RIP experiments was reverse transcribed using Superscript III reverse transcriptase (Life Technologies). Gene- and strand-specific primers were used to obtain cDNA. Reverse transcriptions without reverse transcriptase (no RT control) were performed as the negative controls. Primers are listed in the Supplementary Table 2 (* indicates primers used for the reverse transcription step).

### RNA ligation-coupled RT–PCR assay

Turbo DNase-treated total RNAs were incubated with RNase H (New England Biolabs) in the presence or absence of oligo(dT)_12–18_. The resulting RNAs were ligated with a 3′ linker, containing a blocked 3′ (ddC) end and an activated adenosine at the 5′ end using truncated T4 RNA ligase 2 (New England Biolabs). RNAs were then purified using a NucleoSpin miRNA kit (Macherey-Nagel) to remove free 3′ linker oligos, followed by reverse transcription using RT-primer that anneals to the 3′ linker sequence. cDNAs were purified with Agencourt AMPure XP beads (Beckman Coulter). The first PCR step was performed with only a gene-specific sense primer for 30 cycles, second PCR amplification was performed with nested sense primer labelled at the 5′ end with [γ-^32^P]ATP using T4 polynucleotide kinase (New England Biolabs) and reverse primer annealing to the 3′ linker. Primers are listed in the Supplementary Table 2 (^#^ indicates primers labelled with ^32^P). The resulting PCR products, as well as a 50-bp DNA ladder (Life Technologies) labelled with [γ-^32^P]ATP, were loaded on 6% acrylamide gels (SequaGel UreaGel System, National Diagnostics). The gel was then placed on a piece of Whatman filter paper, dried under vacuum and heat (80 °C), exposed and scanned on a Fujifilm Image Reader (Fujifilm FLA 7000).

### Expression arrays

WT and mutant strains were grown in YEA at 30 °C to OD_600_ 0.5–0.8. Temperature-sensitive strains were grown in YEA at 23 °C to OD_600_ 0.3–0.4 and then moved to 37 °C for 4 h (OD_600_<0.8). Total RNAs from WT and mutants were isolated using the TRI Reagent (Sigma Aldrich), followed by rRNA depletion and reverse transcription using the SuperScript Indirect cDNA labelling system (Life Technologies) with anchored oligo(dT)_20_ and random hexamers. cDNAs from WT and mutant strains were labelled with Cy3 and Cy5 (GE Healthcare), respectively, and hybridized to high-resolution tiling microarrays (Agilent) consisting of forward- and reverse-DNA-strand-specific probes. Expression arrays were performed with at least two biological replicates, except *mmi1Δ* and *rmn1Δ*.

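Across 4181 features of the high-resolution part, the log2 ratios of the 2 arrays of a mutant had a correlation of 0.935 in *pab2Δ*, 0.924 in *red1Δ*, 0.912 in *rrp6Δ*, 0.856 in *mtl1-17*, 0.696 in *cid14Δ* and 0.580 in *sen1Δ*. In *iss10Δ* it was 0.0050. These correlations are across features, which are not independent replicates. The SD of the difference between the 2 arrays ranged from 0.25 in *pab2Δ* to 0.57 in *iss10Δ*. With 2 arrays per mutant, an exact permutation test of a mutant against another cannot give a p below 0.333, and the spread was therefore estimated over all arrays, with 7 residual degrees of freedom.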

### RNA immunoprecipitation microarray profiling (RIP-Chip)

Tandem affinity purifications of FTP-tagged strains were performed as described above with minor modifications. Reagents were prepared under RNase-free conditions and RNase inhibitor (Fermentas) was used during purification. IPed RNA–protein complexes were eluted from anti-Flag beads, followed by the phenol/chloroform/isoamyl alcohol extraction of RNAs. Total RNAs from the input were extracted using the TRI Reagent (Sigma Aldrich). The IPed RNAs and input RNAs were then treated using Turbo DNase (Life Technologies) to remove the potential DNA contamination. Reverse transcription was performed using the SuperScript Indirect cDNA labelling system (Life Technologies) with random hexamers. The cDNAs from IPed and input samples were labelled with Cy5 and Cy3 (GE Healthcare), respectively, and hybridized to high-resolution tiling microarrays (Agilent). RIP-Chip experiments were performed with at least two biological replicates.

### Microarray design

Expression arrays and RIP-Chip arrays were hybridized to Agilent custom microarray design with 180-K probes (Design ID:036227). 

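Probe numbers follow the genome in the deposited values. The control signal of neighbouring probe numbers was negatively correlated (−0.315), while that of probes 2 numbers apart was positively correlated (0.744), as an alternation of the strands gives. The dense part, found as the point where the signal correlation along the numbering changes, covered the probes up to number 146999, and 27064 probes followed in the sparse part. At 40 bp between neighbouring numbers, the dense part spans 5880 kb. This is longer than chromosome 2 with the part of chromosome 3 that the paper names. The end of the dense part, the spacing or the bound stated for chromosome 3 is therefore uncertain. Distances in bp given beside the other claims rest on the spacing of 40 bp.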

The microarrays cover ∼50% of the *S. pombe* genome (chr2, chr3:1-132300; 2,320 genes) with 40-bp resolution, and the remaining 50% with 250-bp resolution. Probes alternate on the forward and reverse strand. Probe length is between 30 and 60 nt Tm optimized (75 °C). This array design allows us to monitor gene expression changes (sense, AS and intergenic) in the entire genome, and to obtain a more detailed high-resolution analysis for half of the *S. pombe* genome. Scanning and initial processing of microarrays were performed using Agilent DNA Microarray Scanner and Agilent Scan Control software (version A.8.4.1.). Data extraction was performed using Agilent feature extraction software (version 10.7.3.1.).

### RNA sequencing

rRNAs were depleted from Turbo DNase-treated total RNAs using a Ribo-zero Magnetic Gold Kit (Epicentre). The cDNA libraries were prepared using a NEBNext Ultra RNA Directional Library Prep Kit (New England Biolabs) according to the manufacturer's instructions. The libraries were purified using Agencourt AMPure XP beads (Beckman Coulter) and assessed on a Bioanalyzer (Agilent). Subsequently, 100 bp paired-end sequencing was performed on an Illumina HiSeq 2000 sequencer at BGI Tech (Hong Kong). RNA-seq data were analysed using TopHat 2.0.13 (Version 2.2.2)^47^, SAMtools^48^ and R-Bioconductor (2.14) ShortRead packages. The median RNA-seq read coverage of intronless genes was normalized to 100 in all datasets.

### Composite profiles of expression arrays and RIP experiments

Composite profiles were generated with the help of GenomicRanges (1.16.3) R-package using the *S. pombe* 2007_April gene annotation. For the sense analysis, we used genes represented on the high-resolution part of our array and had at least 600-bp intergenic region in the 3′ direction and 100-bp intergenic region in the 5′ direction (993 genes). 

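On the units defined from the control channel, the same distances left 431 units for the sense strand, with a median of 7 probes in the downstream flank. With a unit threshold 1 log2 unit higher, chosen after seeing the data, they left 737.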

For the AS analysis, we used genes represented on the high-resolution part of our array and had at least 600-bp intergenic region in the 5′ direction and at least 100 bp in the 3′ direction (1,569 genes). 

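For the antisense strand, 607 units had the free distances required, with a median of 8 probes in the upstream flank, and 603 of them had enough free antisense probes for a value. When only neighbours on the same strand limited the distance, 1892 units remained.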

Genes used in the analyses were divided into 15 equal parts (bins), the mean ratio (mutant/WT or RNA-IP/input) of the sense or AS probes were determined for each bin. For AS or the sense analysis, 5′ or 3′ regions (10–10 probes, equivalent of 800–800 bp) were also included, respectively. In the resulting matrix, each row represents a gene and each column represents the position in the gene region (flanking regions and bins 1–15). The average of the log_2_ values (geometric average) was determined for each column and plotted on a log_2_ scale separately for sense (upper plot) and AS (lower plot with mirrored axis) transcripts. Only positive values are shown on the plots. The mean sense gene expression was normalized to WT (0 on the log_2_ scale) to compensate the artificial differences caused by the increased AS and intergenic RNA transcripts in the mutant strains.

### Composite profiles of RNA-seq data on intronic sequences

Composite profiles were generated with the help of GenomicRanges (1.16.3) R-package. In Supplementary Fig. 2b, we used *S. pombe* 2007_April annotation of mRNAs and excluded genes with the highest and lowest 10% expression levels in the WT strain (4,041 genes used). For the analysis in Fig. 4b and Supplementary Fig. 4a, we used *S. pombe* Ensembl EF2 intron annotation, only introns in open reading frames (ORFs) and between 20 and 400 bp in length, excluded 10–10% of the introns with the lowest and highest expression levels of the corresponding genes (estimated from the median RNA-seq read coverage of the surrounding 20–20 bp exons in WT strain (3,935 introns used)). For the analysis in Supplementary Fig. 4d, we used *S. pombe* Ensembl EF2 intron annotation, only introns in ORFs and between 20 and 400 bp in length and excluded introns with the highest and lowest 10% expression levels of the corresponding genes (estimated from the median RNA-seq read coverage of the surrounding 20–20 bp exons in WT strain). Introns were ranked by the change in the average RNA-seq read coverage in the *ctr1Δ* strain compared with the WT, normalized by the expression level of the surrounding exons in the *ctr1Δ* strain. Introns in the upper 25 percentile were used for the analysis to select for the largest increase in intronic coverage relative to the gene expression (984 introns used). In Supplementary Fig. 4c, we used *S. pombe* Ensembl EF2 annotation of intronless ORFs, and excluded genes with the highest and lowest 10% expression levels in the WT strain (1,886 ORFs used).

### Phylogenetic analysis

The homologues for the *S. pombe* proteins, SPCC550.03c (Ski2), SPAC6F12.16c (Mtr4) and SPAC17H9.02 (Mtl1), were searched for in the National Center for Biotechnology Information database with BLAST, in *D. melanogaster*, *H. sapiens*, *N. crassa*, *S. cerevisiae*, *S. japonicus* and *S. pombe*. The hits were fed into the phylogeny program at phylogeny.fr^49^, using T-Coffee alignment^50^, Gblocks curation^51^ and PhyML phylogeny^52^, using aLRT^53^ test for branch support.

## Additional Information

**Accession codes:** Genomic data have been deposited in NCBI's Gene Expression Omnibus^54^ and are accessible through GEO Series accession number GSE64992. The mass spectrometry proteomics data have been deposited at the ProteomeXchange Consortium^55^ via the PRIDE partner repository with the dataset identifier PXD001908.

**How to cite this article**: Zhou, Y. *et al*. The fission yeast MTREC complex targets CUTs and unspliced pre-mRNAs to the nuclear exosome. *Nat. Commun.* 6:7050 doi: 10.1038/ncomms8050 (2015).

## Supplementary Material

Supplementary Figures, Supplementary Tables and Supplementary References Supplementary Figures 1-5, Supplementary Tables 1-2 and Supplementary References

Supplementary Data 1 Intensity-based absolute quantification (iBAQ) of the purified proteins. The table summarizes the results of the LC-MS/MS analysis of the purified total protein fractions showing the iBAQ of the identified proteins. The abundance of the indicated proteins was color-coded, as in Supplementary Figure 1. (Black: = 2.5% of the bait, Gray: = 0.5% but < 2.5% of the bait, White: non-significant or < 0.5% of the bait). Colored borders indicate the different submodules of the MTREC complex, as identified in the analysis.

Supplementary Data 2 Percentage sequence coverage of the purified proteins. The table summarizes the results of the LC-MS/MS analysis of the purified total protein fractions showing the percentage sequence coverage of the identified proteins. The abundance of the indicated proteins was color-coded, as in Supplementary Figure 1. (Black: = 2.5% of the bait, Gray: = 0.5% but < 2.5% of the bait, White: non-significant or < 0.5% of the bait). Colored borders indicate the different submodules of the MTREC complex, as identified in the analysis.

## Figures and Tables

**Figure 1:**
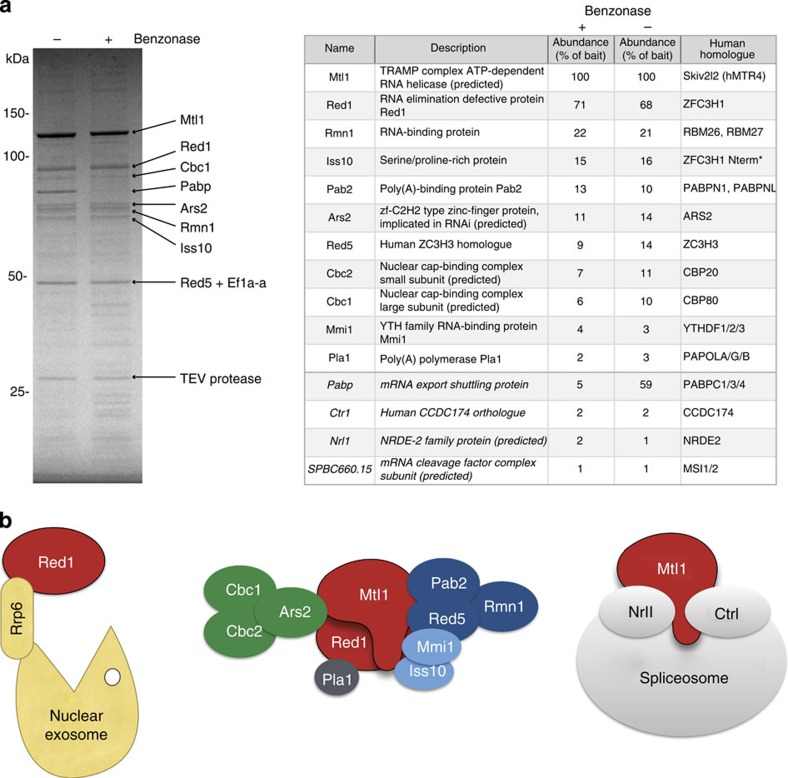
MTREC complex consists of five submodules and interacts with the nuclear exosome and the spliceosome. (**a**) The Coomassie blue stained SDS polyacrylamide gel shows the tandem affinity-purified MTREC complex, using Mtl1 as bait, in the presence (+) or absence (−) of Benzonase. Proteins identified by mass spectrometry of excised bands are indicated by arrows. The table displays the results of the LC-MS/MS analysis of the purified total protein fractions showing the abundance of the identified proteins normalized to the bait, as a percentage. Italicized proteins weakly interact with the MTREC complex, but are not part of the complex. The names of the closest human homologue proteins are indicated in the last column. * Iss10 shows high homology to the N-terminal region of ZFC3H1. The purifications were performed in two biological replicates. (**b**) Schematic representations of the identified complexes and submodules. The different colours correspond to the submodule organization of the MTREC complex, as also shown in Table 1. LC-MS/MS, liquid chromatography–tandem mass spectrometry.

**Figure 2:**
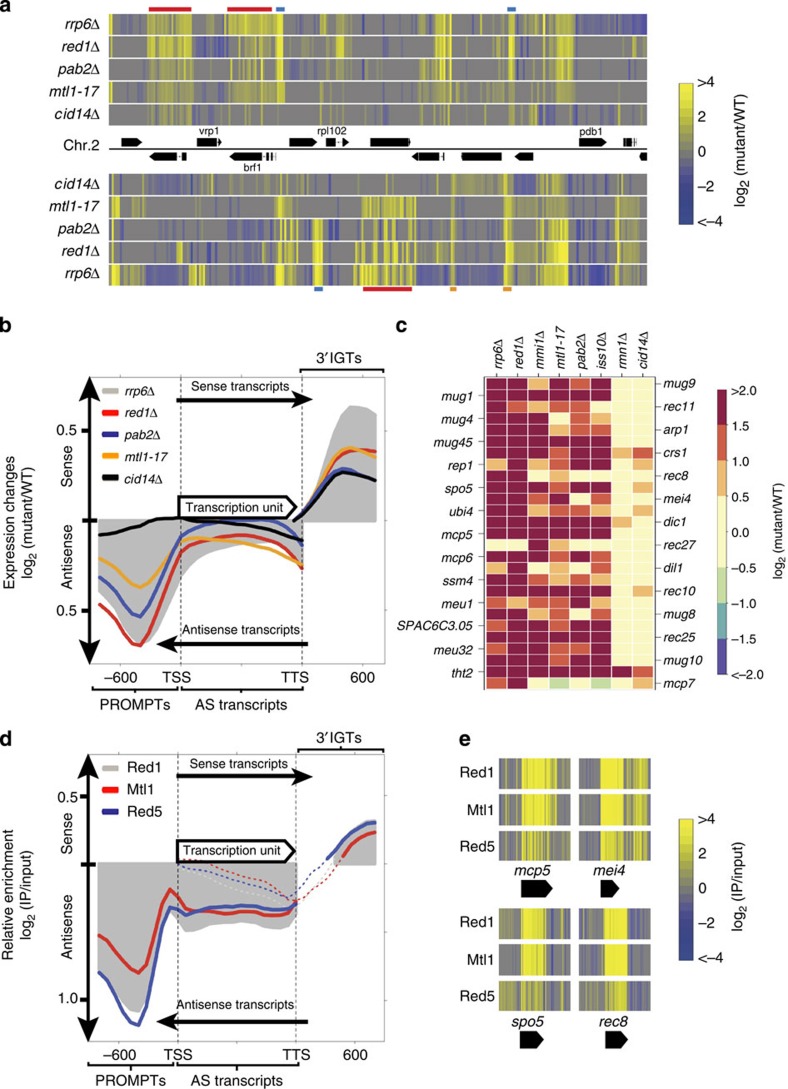
MTREC complex is the major nuclear exosome targeting factor in *S. pombe*. (**a**) Heat map of a portion of the *S. pombe* genome showing relative levels of transcripts from the forward (upper panel) and reverse (lower panel) strand in the indicated strains compared to WT. The middle panel shows genes and their directions. Colours represent up- or down-regulation of transcripts on a log_2_ scale. Red, blue and orange bars highlight examples of AS transcripts, PROMPTs and 3′IGTs, respectively. (**b**) Composite plot of relative RNA levels in the indicated mutant strains, compared to WT. Each gene was divided into 15 parts (bins) and the average fold-change in RNA level (compared with WT) in the sense and AS direction was determined for each bin. In addition, 800 bp from the flanking 5′ regions were included in the AS expression analysis, and 800 bp from the flanking 3′ regions were included in the sense expression analysis. In the resulting matrix, each row represents a gene and each column represents the position in the gene region (flanking regions and bins 1–15). The average of the log_2_ values (geometric average) was determined for each column and plotted on a log_2_ scale separately for sense (upper plot) and AS (lower plot with mirrored axis) transcripts. Only positive values are shown on the plots. The grey shaded area represents the average expression changes in the *rrp6Δ* strain and coloured lines in the indicated strains. (**c**) Expression changes of genes in the Mmi1-regulon in the indicated mutant strains. Colours represent the relative mRNA level of the indicated gene compared to WT. (**d**) Composite plot of the RIP experiments using tandem-affinity-tagged versions of the indicated proteins. The composite plot was plotted as described for panel b with the exception that negative values were also plotted (dotted line). Values represent the over-enrichment (solid line) or under-enrichment (dotted line) of the transcripts in the IP fraction compared to input. (**e**) Heat maps showing sense transcripts of the indicated meiotic genes. Colours represent enrichment in the IP fraction compared to input.

**Figure 3:**
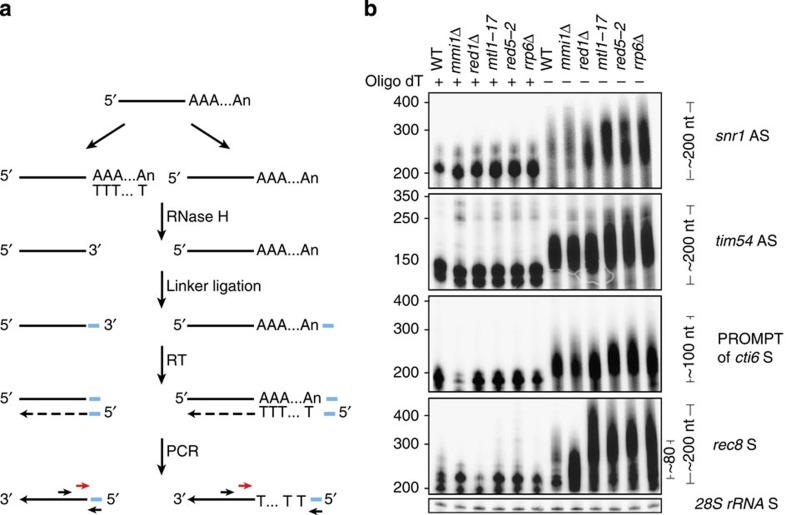
CUTs and meiotic mRNAs have long poly(A) tails. (**a**) Schematic representation of RNA ligation-coupled RT–PCR experiments. The blue box represents the 3′ linker, the small black arrows represent the gene-specific and the linker-specific primers to amplify the 3′ end of the transcripts, and the red arrows represent the ^32^P-labelled primer. (**b**) RNA ligation-coupled RT–PCR assay to assess the poly(A) tail length of the indicated transcripts in WT and mutant cells. Total RNA samples isolated from the indicated strains were treated with RNase H in the presence (+) or absence (−) of oligo(dT) DNA fragments. The ^32^P signals of the labelled PCR products were visualized after DNA electrophoresis. DNA marker is indicated on the left. 28S rRNA was used as a loading control.

**Figure 4:**
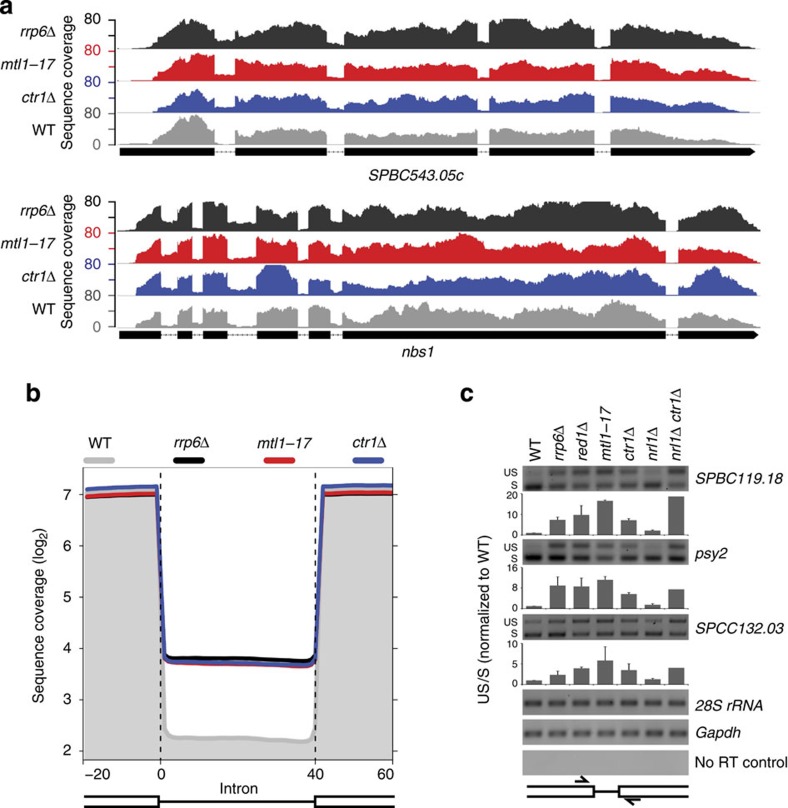
The Mtl1–Ctr1–Nrl1 complex targets unspliced pre-mRNA products for degradation. (**a**) Strand-specific RNA-seq read coverage of the indicated genes in WT and mutant strains. (**b**) Composite plot of RNA-seq read coverage including all introns in genes with detectable expression (3,935 introns). Each intron was divided into 40 parts (bins) and the average RNA sequence read coverage (only sense transcripts) was determined for each bin. In addition, the surrounding 20-base-pair exonic regions were also included. In the resulting matrix, each row represents an intron and each column represents the position in the intronic region (flanking exonic regions and bins 1–40). The average of the log_2_ values (geometric average) was determined for each column and plotted on a log_2_ scale. The grey shaded area represents the average RNA levels in the WT strain and coloured lines in the indicated mutant strains. (**c**) Strand-specific RT–PCR results of exon–exon junctions in WT and indicated mutant strains. Smaller PCR product (lower band) represents the spliced (S) transcripts, the longer product (upper band) represents the unspliced (US) transcripts in the indicated genes. The bar chart shows the ratio between unspliced and spliced products (US/S), normalized to the US/S ratio in the WT strain. Error bars indicate s.d. values. 28S rRNA and *GAPDH* were used to control equal RNA loading. A no RT control was performed for each locus, and showed no detectable products (the *psy2* no RT control is shown as an example). The RT–PCR reactions were performed in two biological replicates, with the exception of the *nrl1Δctr1Δ* mutant, where no replicate was performed.

**Figure 5:**
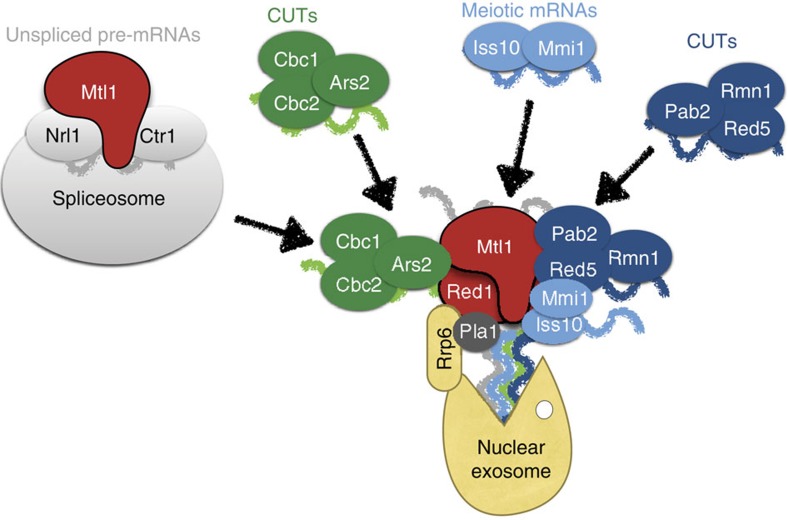
Proposed model for the role of MTREC complex in RNA surveillance. Submodules of the MTREC complex, together with the Mtl1–Ctr1–Nrl1 complex, are recruited to different subsets of CUTs, meiotic mRNAs or unspliced pre-mRNA transcripts and deliver these RNAs to the MTREC complex. The RNAs are polyadenylated by the canonical poly(A) polymerase, Pla1. The RNA-loaded MTREC complex can dock to the nuclear exosome through the Red1–Rrp6 interaction. The helicase activity of the Mtl1 subunit then feeds the MTREC-bound RNAs into the exosome channel.

**Table 1:** Summary of the extended biochemical analysis of the MTREC complex.

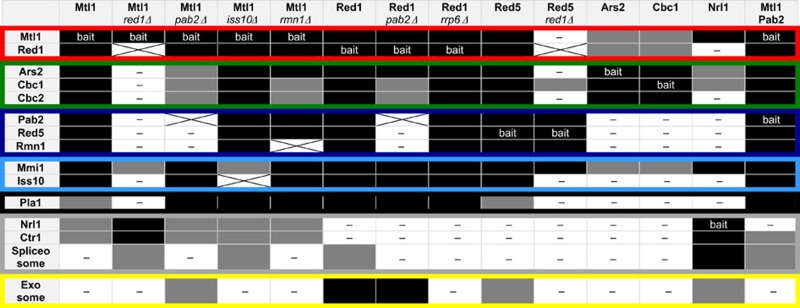 [Fn t1-fn1]

The top row shows the purified bait proteins (note that the last column represents split-tag purification with two bait proteins) and, where the strain used was not WT, the genetic background of the strain used for the purification is indicated in italics. The abundance of the indicated proteins were colour-coded as follows: black: ⩾2.5% of the bait, grey: ⩾0.5% but <2.5% of the bait, white(—): non-significant or <0.5% of the bait; coloured borders indicate the different submodules of the MTREC complex, as identified in the analysis (see also Fig. 1b). The abundance of the ‘Exosome' includes the average abundance of all 12 nuclear exosome subunits. The abundance of the ‘Spliceosome' includes the average abundance of the subunits of the Prp19 complex.

# Supplementary material for: The fission yeast MTREC complex targets CUTs and unspliced pre-mRNAs to the nuclear exosome
**Source:** Nat Commun. 2015 May 20;6:7050. doi: 10.1038/ncomms8050
**Supplement:** Supplementary Figures, Supplementary Tables and Supplementary References — Supplementary Figures 1-5, Supplementary Tables 1-2 and Supplementary References

Supplementary Figure 1

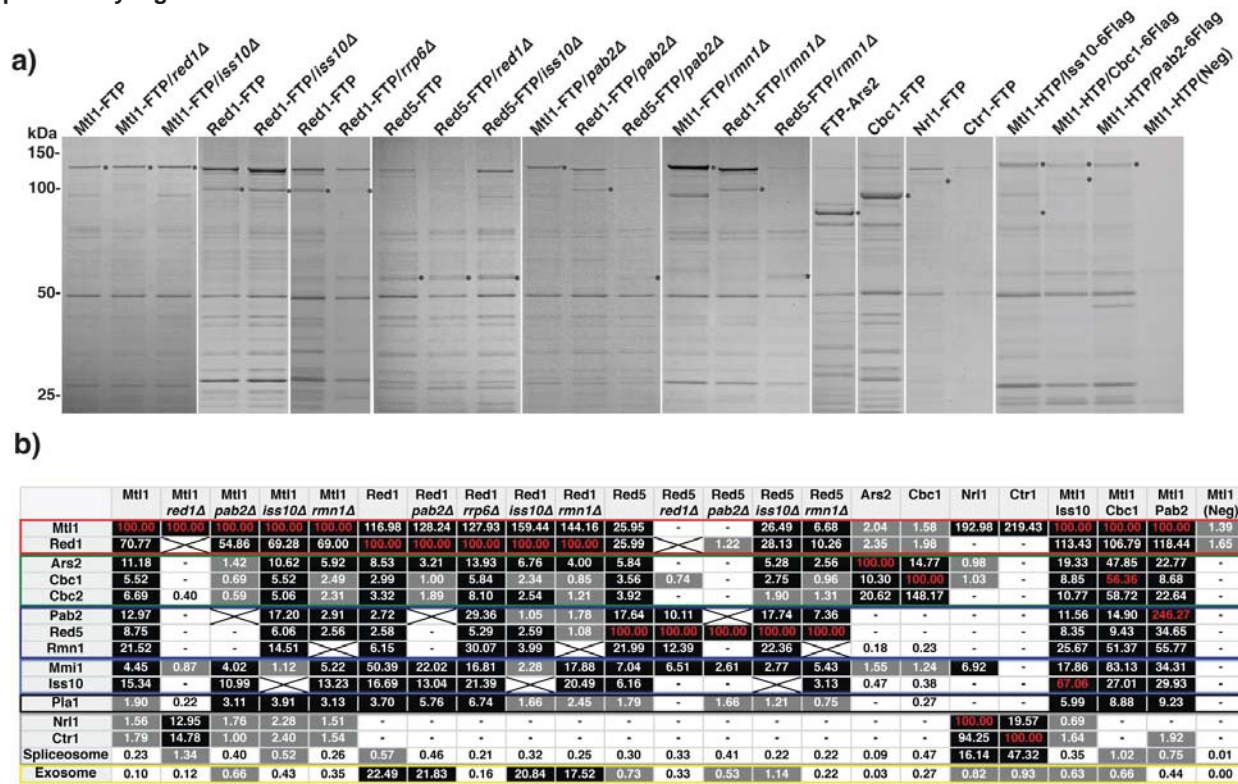

Complete set of the biochemical analysis of the MTREC complex.

a) Coomassie blue stained or silver stained (Red1-FTP, Red1-FTP/*rrp6Δ*) SDS polyacrylamide gels show the indicated tandem affinity-purified proteins in the presence of Benzonase. The genetic background of the strains is indicated, unless the WT strain was used. The bait proteins are indicated by \*. The last gel panel on the right shows the results of the split-tag purifications using Mti1-HTP as the first purification step and a Flag purification of the indicated 6Flag-tagged protein as the second purification step. The Mti1-HTP(Neg) served as a negative control without any Flag-tagged proteins in the strain. b) The summary of the LC-MS/MS analysis of the purified total protein fractions showing the abundance of the identified proteins normalized to the bait, as a percentage. In the split-tag purifications, the abundance was normalized to Mti1. In the Mti1(Neg) negative control, the abundance was normalized to the amount of Mti1 in the Mti1-Pab2 purification. The abundance of the indicated proteins were color-coded as follows: Black:  $\geq 2.5\%$  of the bait, Gray:  $\geq 0.5\%$  but  $< 2.5\%$  of the bait, White:  $< 0.5\%$  of the bait, (-): non-significant; Colored borders indicate the different submodules of the MTREC complex, as identified in the analysis. The abundance of the 'Exosome' includes the average abundance of all 12 nuclear exosome subunits. The abundance of the 'Spliceosome' includes the average abundance of the subunits of the Prp19 complex. A subset of this analysis was presented in Table 1.

**Supplementary Figure 2**

**a)**

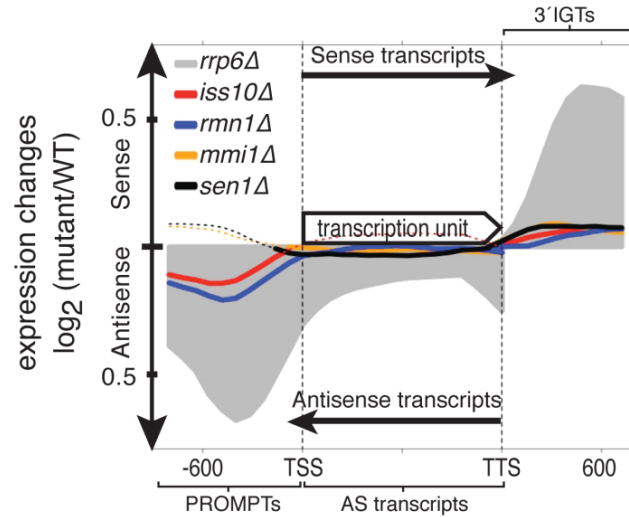

**b)**

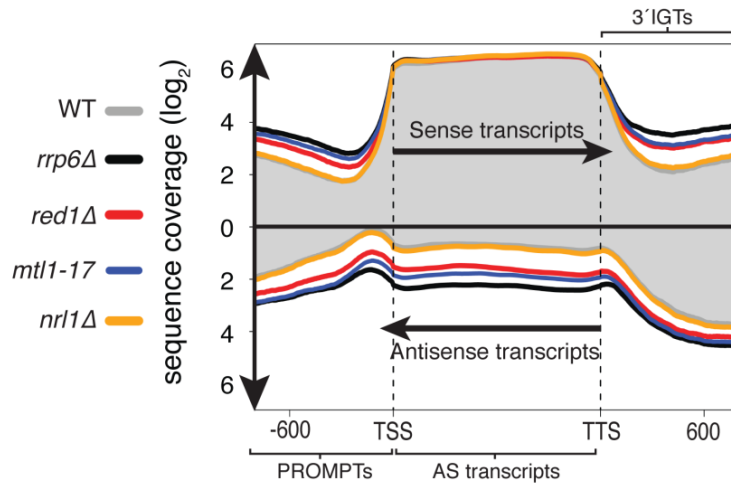

**c)**

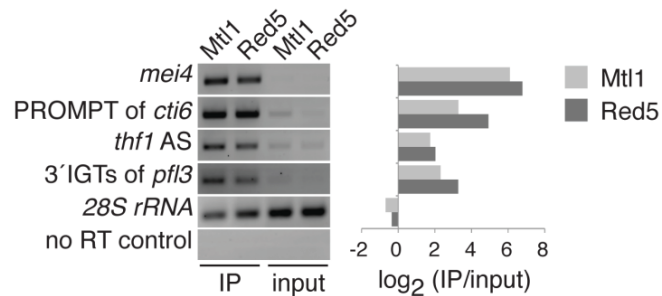

**MTREC complex is the major nuclear exosome targeting factor in *S. pombe*.**

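In the upstream antisense flank, the highest mean log2 ratio over the 10 probe positions was 0.099 ± 0.023 in *iss10Δ* (SD, n = 2 arrays), 0.12 ± 0.038 in *sen1Δ* (SD, n = 2), 0.36 in *rmn1Δ* and 0.069 in *mmi1Δ*, the last 2 from single arrays. Downstream on the sense strand, the highest mean was 0.11 ± 0.16 in *iss10Δ* (SD, n = 2), 0.18 ± 0.015 in *sen1Δ* (SD, n = 2), 0.14 in *rmn1Δ* and 0.40 in *mmi1Δ*. In *iss10Δ*, the SD is larger than this downstream value.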

a) Composite plot of relative RNA levels in the indicated mutant strains, compared to WT was generated as described in Figure 2 b. The gray shaded area represents the average expression changes in the *rrp6Δ* strain and colored lines in the indicated strains. Dotted lines represent negative values (RNA amount is decreased compared to WT). b) Composite plot of RNA-seq read coverage of protein-coding genes in the *S. pombe* genome. Each gene was divided into 120 parts (bins) and the average RNA-seq coverage in the S and AS direction was determined for each bin. In addition, 800 bp from the flanking 5' and 3' regions were included in the analysis. In the resulting matrix, each row represents a gene and each column represents the position in the gene region (flanking regions and bins 1-120). The average of the  $\log_2$  values (geometric average) was determined for each column and plotted on a  $\log_2$  scale separately for S (upper plot) and AS (lower plot with mirrored axis) transcripts. The gray shaded area represents the average RNA level in the WT strain and colored lines in the indicated strains. c) Strand-specific RT-PCR of Mtl1-FTP and Red5-FTP RIP experiments. The *mei4* meiotic mRNA, 28S rRNA and selected CUTs (including PROMPT of *cti6*, *thf1* AS and 3'IGT of *pfl3*) were amplified in a strand-specific RT-PCR in the IP fraction and in the input. A no RT reaction for *thf1* AS was performed to exclude the presence of DNA contamination. Right panel shows the quantification of the enrichment ( $\log_2$  scale) of the corresponding RNA in the IP fraction compared to input.

### Supplementary Figure 3

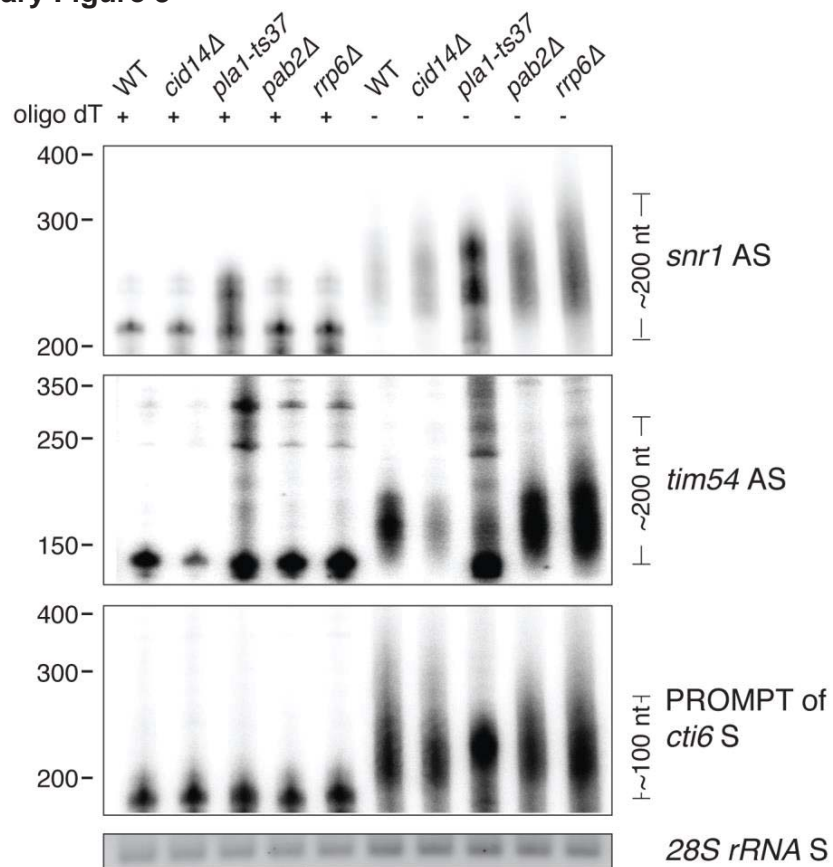

#### CUTs and meiotic mRNAs have long poly(A) tails.

RNA ligation-coupled RT-PCR assay to assess the poly(A) tail length of the indicated transcripts in WT and mutant cells. See Figure 3 for details.

## Supplementary Figure 4

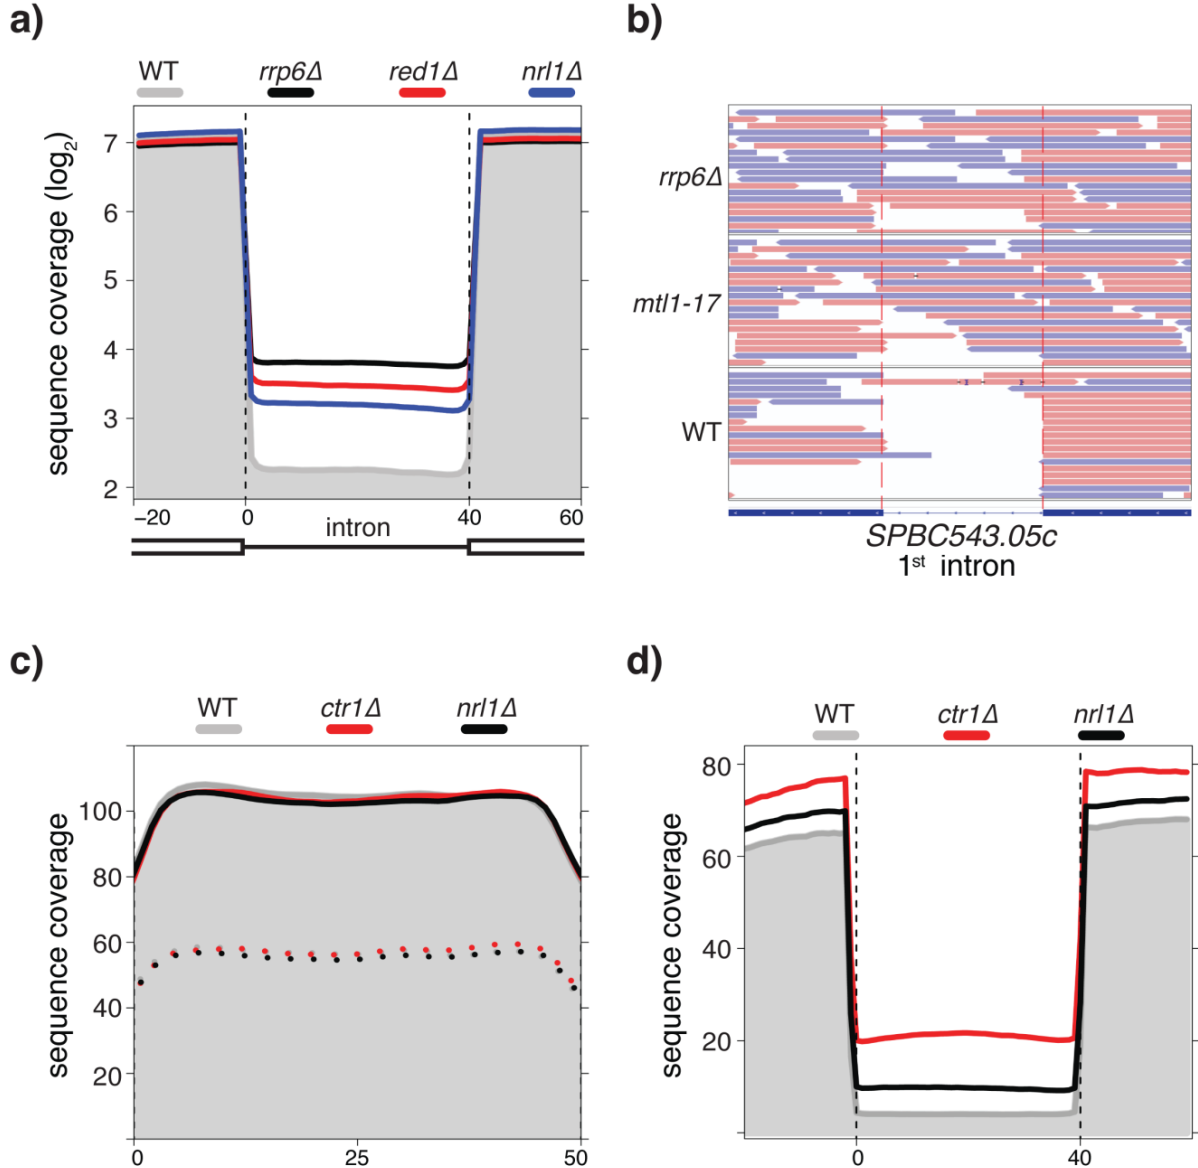

### The Mtl1-Ctr1-Nrl1 complex targets unspliced RNA products to the MTREC complex.

a) Composite plot of RNA-seq read coverage, including all introns in genes with detectable expression (3935 introns), was generated as described in Figure 4 b. The gray shaded area represents the average RNA levels in the WT strain and colored lines in the indicated mutant strains. b) Strand-specific RNA-seq reads of a representative exon-intron junction (*SPBC543.05c* 1<sup>st</sup> intron), showing 100 bp paired-end Illumina sequence reads aligned to the genome in WT and indicated mutant strains. Blue and red lines represent the 1<sup>st</sup> and 2<sup>nd</sup> pair reads, respectively. c) Composite plot of RNA-seq read coverage including intronless genes in the *S. pombe* genome. Each gene was divided into 50 parts (bins) and the average RNA-seq read coverage (only S transcripts) was determined for each bin. In the resulting matrix, each row represents an intronless gene and each column represents the position in the gene (bins 1-50). The average of the log<sub>2</sub> values (geometric average) was determined for each column and plotted on a linear scale. The gray shaded area represents the average RNA levels in the WT strain and colored lines in the indicated mutant strains. The dotted lines represent the same analysis carried out with the genes in the lower 50 percentile of expression levels (943 genes used). d) Composite plot of RNA-seq read coverage including a subset of introns in the *S. pombe* genome. Introns were ranked by the change in average RNA-seq read coverage in the *ctr1Δ* strain compared to the WT normalized by the expression level of the surrounding exons in the *ctr1Δ* strain. Introns in the upper 25 percentile were used for the analysis in order to select for the largest increase in intronic coverage relative to the gene expression (984 introns used). The analysis was performed as described in Figure 4 b, with the exception that the values were plotted on a linear scale. The gray shaded area represents the average RNA levels in the WT strain and colored lines in the indicated mutant strains.

## Supplementary Figure 5

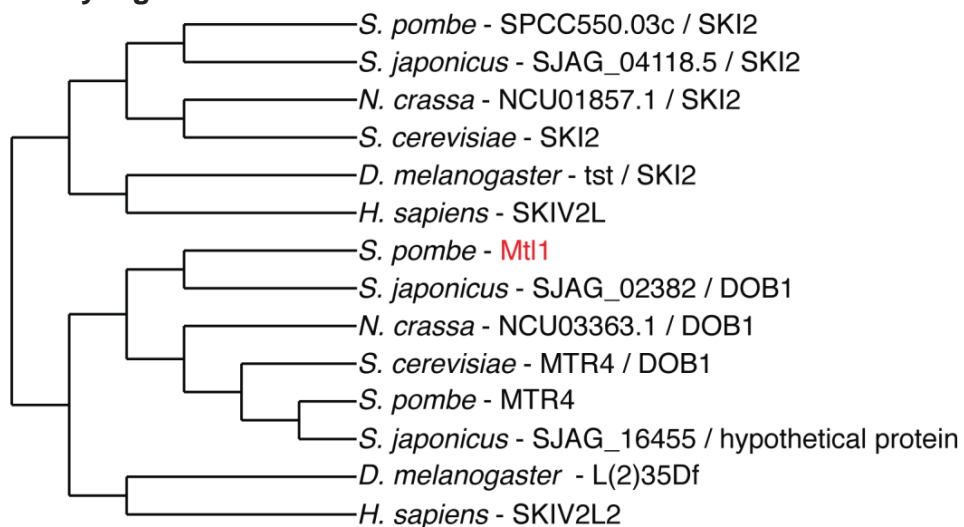

### Phylogenetic tree of Mtr4 homologs.

Cladogram of the Mtr4-like proteins from the species *Schizosaccharomyces pombe*, *Schizosaccharomyces japonicus*, *Neurospora crassa*, *Saccharomyces cerevisiae*, *Drosophila melanogaster* and *Homo sapiens*. The upper main cluster contains the Ski2 homologs while the lower part contains the Mtr4 homologs. All members of the *Schizosaccharomyces* genus have 2 homologs of Mtr4 (*Schizosaccharomyces octosporus* and *Schizosaccharomyces cryophilus* not shown).

## Supplementary Table 1

### Yeast strains used in this study

| Strain                         | Genotype                                                                                                          | Source                             |
|--------------------------------|-------------------------------------------------------------------------------------------------------------------|------------------------------------|
| P20(WT)                        | <i>h+</i> , <i>leu1-32</i> , <i>ura4 DS/E</i> , <i>ade6-216</i> , <i>otr1R(SphI)::ura4+</i>                       | this study                         |
| P344(WT)                       | <i>h+</i> , <i>leu1-32</i> , <i>ura4D18</i> , <i>ade6-M210</i>                                                    | V2-33-H11, Bioneer Inc             |
| P345(WT)                       | <i>h+</i> , <i>leu1-32</i> , <i>ura4D18</i> , <i>ade6-216</i>                                                     | V2-33-H12, Bioneer Inc             |
| P918(WT)                       | <i>h90</i> , <i>leu1-32</i> , <i>ura4D18</i> , <i>ade6-M210</i>                                                   | Sugiyama et al (2011) <sup>1</sup> |
| P74( <i>rrp6Δ</i> )            | <i>h+</i> , <i>leu1-32</i> , <i>ura4</i> , <i>ade6-216</i> , <i>rrp6Δ::kanMX6</i>                                 | this study                         |
| P919(Red1-FTP)                 | <i>h90</i> , <i>leu1-32</i> , <i>ura4D18</i> , <i>ade6-M210</i> , <i>red1-FTP::natNT2</i>                         | this study                         |
| P920(Mtl1-FTP)                 | <i>h90</i> , <i>leu1-32</i> , <i>ura4D18</i> , <i>ade6-M210</i> , <i>mtl1-FTP::natNT2</i>                         | this study                         |
| P931(Mtl1-Flag)                | <i>h90</i> , <i>leu1-32</i> , <i>ura4D18</i> , <i>ade6-M210</i> , <i>mtl1-3xFlag::kanMX6</i>                      | this study                         |
| P934( <i>red1Δ</i> )           | <i>h90</i> , <i>leu1-32</i> , <i>ura4D18</i> , <i>ade6-M210</i> , <i>red1Δ::kanMX6</i>                            | Sugiyama et al (2011) <sup>1</sup> |
| P935( <i>iss10Δ</i> )          | <i>h90</i> , <i>leu1-32</i> , <i>ura4D18</i> , <i>ade6-M210</i> , <i>iss10Δ::kanMX6</i>                           | this study                         |
| P741( <i>pab2Δ</i> )           | <i>h+</i> , <i>leu1-32</i> , <i>ade6-216</i> , <i>ura4D18</i> , <i>pab2Δ::kanMX6</i>                              | V2-17-G06, Bioneer Inc             |
| P936( <i>mtl1-17-Flag</i> )    | <i>h90</i> , <i>leu1-32</i> , <i>ura4D18</i> , <i>ade6-M210</i> , <i>mtl1-17-3xFlag::kanMX6</i>                   | this study                         |
| P937( <i>red5-2-Flag</i> )     | <i>h90</i> , <i>leu1-32</i> , <i>ura4D18</i> , <i>ade6-M210</i> , <i>red5-2-3xFlag::kanMX6</i>                    | Sugiyama et al (2013) <sup>2</sup> |
| P938( <i>cid14Δ</i> )          | <i>h90</i> , <i>leu1-32</i> , <i>ura4D18</i> , <i>ade6-M210</i> , <i>cid14Δ::kanMX6</i>                           | this study                         |
| P850( <i>sen1Δ</i> )           | <i>h+</i> , <i>leu1-32</i> , <i>ura4D18</i> , <i>ade6-M210</i> , <i>sen1Δ::kanMX6</i>                             | V2-12-C05, Bioneer Inc             |
| P962( <i>rmn1Δ</i> )           | <i>h90</i> , <i>leu1-32</i> , <i>ura4D18</i> , <i>ade6-M210</i> , <i>rmn1Δ::kanMX6</i>                            | this study                         |
| P983( <i>mei4-P572</i> )       | <i>h-</i> , <i>leu1</i> , <i>mei4-P572</i>                                                                        | Sugiyama et al (2011) <sup>1</sup> |
| P984( <i>mmi1Δ</i> )           | <i>h-</i> , <i>leu1</i> , <i>mei4-P572</i> , <i>mmi1Δ::kanMX6</i>                                                 | Sugiyama et al (2011) <sup>1</sup> |
| P1062(Red1-FTP <i>iss10Δ</i> ) | <i>h90</i> , <i>leu1-32</i> , <i>ura4D18</i> , <i>ade6-M210</i> , <i>red1-FTP::natNT2</i> , <i>iss10Δ::kanMX6</i> | this study                         |
| P1064(Mtl1-FTP <i>red1Δ</i> )  | <i>h90</i> , <i>leu1-32</i> , <i>ura4D18</i> , <i>ade6-M210</i> , <i>mtl1-FTP::natNT2</i> , <i>red1Δ::kanMX6</i>  | this study                         |
| P1066(Mtl1-FTP <i>iss10Δ</i> ) | <i>h90</i> , <i>leu1-32</i> , <i>ura4D18</i> , <i>ade6-M210</i> , <i>mtl1-FTP::natNT2</i> , <i>iss10Δ::kanMX6</i> | this study                         |
| P1135( <i>ctr1Δ</i> )          | <i>h+</i> , <i>leu1-32</i> , <i>ura4D18</i> , <i>ade6-M210</i> , <i>ctr1Δ::kanMX6</i>                             | V2-28-H08, Bioneer Inc             |
| P1160(Red5-FTP)                | <i>h+</i> , <i>leu1-32</i> , <i>ura4D18</i> , <i>ade6-216</i> , <i>red5-FTP</i>                                   | this study                         |
| P1162(Nrl1-FTP)                | <i>h90</i> , <i>leu1-32</i> , <i>ura4D18</i> , <i>ade6-M210</i> , <i>nrl1-FTP::natNT2</i>                         | this study                         |
| P1163(Ctr1-FTP)                | <i>h90</i> , <i>leu1-32</i> , <i>ura4D18</i> , <i>ade6-M210</i> , <i>ctr1-FTP::natNT2</i>                         | this study                         |
| P1196(Red5-FTP <i>red1Δ</i> )  | <i>h+</i> , <i>leu1-32</i> , <i>ura4D18</i> , <i>ade6-216</i> , <i>red5-FTP</i> , <i>red1Δ::kanMX6</i>            | this study                         |
| P1199(Red5-FTP <i>iss10Δ</i> ) | <i>h+</i> , <i>leu1-32</i> , <i>ura4D18</i> , <i>ade6-216</i> , <i>red5-FTP</i> , <i>iss10Δ::kanMX6</i>           | this study                         |
| P1234(Red1-FTP <i>rrp6Δ</i> )  | <i>h90</i> , <i>leu1-32</i> , <i>ura4D18</i> , <i>ade6-M210</i> , <i>red1-FTP::natNT2</i> , <i>rrp6Δ::kanMX6</i>  | this study                         |
| P1268(Cbc1-FTP)                | <i>h90</i> , <i>leu1-32</i> , <i>ura4D18</i> , <i>ade6-M210</i> , <i>cbc1-FTP::natNT2</i>                         | this study                         |
| P1312(Red1-FTP <i>pab2Δ</i> )  | <i>h90</i> , <i>leu1-32</i> , <i>ura4D18</i> , <i>ade6-M210</i> , <i>red1-FTP::natNT2</i> , <i>pab2Δ::kanMX6</i>  | this study                         |

|                                     |                                                                          |                                    |
|-------------------------------------|--------------------------------------------------------------------------|------------------------------------|
| P1316(Mtl1-FTP <i>pab2</i> Δ)       | <i>h90, leu1-32, ura4D18, ade6-M210, mtl1-FTP::natNT2, pab2Δ::kanMX6</i> | this study                         |
| P1319(Red5- FTP <i>pab2</i> Δ)      | <i>h+, leu1-32, ura4D18, ade6-216, red5-FTP, pab2Δ::kanMX6</i>           | this study                         |
| P1351(Red1-FTP <i>rmn1</i> Δ)       | <i>h90, leu1-32, ura4D18, ade6-M210, red1-FTP::natNT2, rmn1Δ::kanMX6</i> | this study                         |
| P1355(Mtl1-FTP <i>rmn1</i> Δ)       | <i>h90, leu1-32, ura4D18, ade6-M210, mtl1-FTP::natNT2, rmn1Δ::kanMX6</i> | this study                         |
| P1356(Red5-FTP <i>rmn1</i> Δ)       | <i>h+, leu1-32, ura4D18, ade6-216, red5-FTP, rmn1Δ::kanMX6</i>           | this study                         |
| P1365( <i>nrl1</i> Δ)               | <i>h90, leu1-32, ura4D18, ade6-M210, nrl1Δ::kanMX6</i>                   | this study                         |
| P1429(FTP-Ars2)                     | <i>h90, leu1-32, ura4D18, ade6-M210, FTP-ars2(N-terminal)</i>            | this study                         |
| P1598( <i>nrl1</i> Δ <i>ctr1</i> Δ) | <i>h90, leu1-32, ura4D18, ade6-M210, nrl1Δ::kanMX6, ctr1Δ::hphNT1</i>    | this study                         |
| JT452( <i>plat1-ts37</i> )          | <i>h90, leu1, ade6-216, pla1-37-GFP::kan</i>                             | Yamanaka et al (2010) <sup>3</sup> |
| P1085(Mtl1-HTP)                     | <i>h+, leu1-32, ura4D18, ade6-216, mtl1-HTP</i>                          | this study                         |
| P1695(Mtl1-HTP Pab2-6xFlag)         | <i>h+, leu1-32, ura4D18, ade6-216, mtl1-HTP, pab2-6xFlag::kanMX6</i>     | this study                         |
| P1810(Mtl1-HTP Iss10-6xFlag)        | <i>h+, leu1-32, ura4D18, ade6-216, mtl1-HTP, iss10-6xFlag::kanMX6</i>    | this study                         |
| P1848(Mtl1-HTP Cbc1-6xFlag)         | <i>h+, leu1-32 ura4D18, ade6-216, mtl1-HTP, cbc1-6xFlag::kanMX6</i>      | this study                         |

## Supplementary Table 2

### Primers used in this study

| Name                                                      | Forward primer                                    | Reverse primer            |
|-----------------------------------------------------------|---------------------------------------------------|---------------------------|
| <b>Primers used for RIP-RT-PCR</b>                        |                                                   |                           |
| <i>mei4</i>                                               | TAAACCCCCTCTTCCCCCTT                              | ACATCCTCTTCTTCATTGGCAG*   |
| PROMPT of <i>cti6</i>                                     | CCTTGACCATCGGAGAACCT                              | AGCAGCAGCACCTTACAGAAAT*   |
| <i>thf1</i> AS                                            | GTTGACGAACACATGCAATAGC                            | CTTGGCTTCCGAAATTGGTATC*   |
| 3'IGTs of <i>pfl3</i>                                     | TTACCGATGATTCCAGTAGC                              | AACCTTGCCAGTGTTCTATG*     |
| 28S rRNA                                                  | ATAACGGCTGAACGCCTCTAAG                            | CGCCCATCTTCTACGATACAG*    |
| <b>Primers used for RT-PCR to detect US and S RNAs</b>    |                                                   |                           |
| <i>SPBC119.18</i>                                         | ATGTCGTCCTCTGTTAGTGAAG                            | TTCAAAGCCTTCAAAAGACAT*    |
| <i>psy2</i>                                               | GAGATAGTTTGGTTCGTTATGTTTC                         | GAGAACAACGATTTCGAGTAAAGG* |
| <i>SPCC132.03</i>                                         | CCTGAGGATTTGACTGATGCTTAC                          | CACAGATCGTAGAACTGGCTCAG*  |
| 28S rRNA                                                  | ATAACGGCTGAACGCCTCTAAG                            | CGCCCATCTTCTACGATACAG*    |
| <i>GAPDH</i>                                              | AACATCATCCCCTCCTCCAC                              | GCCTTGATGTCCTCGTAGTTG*    |
| <b>Primers used for RNA ligation coupled RT-PCR assay</b> |                                                   |                           |
| 3' linker                                                 | /5rApp/CTGCTGCTAGCCTAGGCTA/3ddC/                  |                           |
| RT_polyA                                                  | GGTAAGCAGATCAGATCGAAGTCTCCTA<br>GCCTAGGCTAGCAGCAG |                           |
| polyA_r                                                   | TCTCCTAGCCTAGGCTAGCAGCAG                          |                           |
| <i>snr1_AS_f1</i>                                         | ATTAGCTGGGCAAATACTTGTCTC                          |                           |
| <i>snr1_AS_f2</i>                                         | TTTAGTTTCTCAGGGTTTGTCTG <sup>#</sup>              |                           |
| <i>tim54_AS_f1</i>                                        | TATCTATCGGTTTCTCCCTCTTT                           |                           |
| <i>tim54_AS_f2</i>                                        | CGTTTATTTGCGAATCAATATATGG <sup>#</sup>            |                           |
| PROMPT of <i>cti6_f1</i>                                  | GCAATCTTTAGAATGGCGTATGT                           |                           |
| PROMPT of <i>cti6_f2</i>                                  | AAGGCTTTTTCCTCGCAATGTC <sup>#</sup>               |                           |
| <i>rec8_f1</i>                                            | TTACAACTCTCTGATGACTTCGTAC                         |                           |
| <i>rec8_f2</i>                                            | AAAAGCACCGATGCCATTTG <sup>#</sup>                 |                           |
| 28S rRNA_f1                                               | ATAACGGCTGAACGCCTCTAAG                            |                           |
| 28S rRNA_f2                                               | TTCTACTCTCCTGTATCGTAGAAG <sup>#</sup>             |                           |

### Supplementary References

1. Sugiyama, T. & Sugioka-Sugiyama, R. Red1 promotes the elimination of meiosis-specific mRNAs in vegetatively growing fission yeast. *EMBO J* **30**, 1027-1039 (2011).
2. Sugiyama, T., Wanatabe, N., Kitahata, E., Tani, T. & Sugioka-Sugiyama, R. Red5 and three nuclear pore components are essential for efficient suppression of specific mRNAs during vegetative growth of fission yeast. *Nucleic Acids Res* **41**, 6674-6686 (2013).
3. Yamanaka, S., Yamashita, A., Harigaya, Y., Iwata, R. & Yamamoto, M. Importance of polyadenylation in the selective elimination of meiotic mRNAs in growing *S. pombe* cells. *EMBO J* **29**, 2173-2181 (2010).

How the deposited data were processed for this re-analysis (not part of the article)

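RNA of 9 fission yeast mutants was compared with RNA of control strains on 16 custom tiling arrays with 2 colours. Of these, 7 had 2 arrays and the others, *rmn1Δ* and *mmi1Δ*, had 1. The authors labelled mutant cDNA with Cy5 and control cDNA with Cy3 on every array, so the ratios run from mutant over control without exception. Each value of a mutant includes any dye bias.

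The authors extracted the spot intensities with Agilent feature extraction, which subtracted the background, removed spatial trends and normalized the dyes by lowess within each array. As deposited, the log10 ratio of the processed signals was set to 0 by that software for between 6.40% and 30.4% of the probes of an array (median 16.8%). The deposited p-value of each probe is the software's own estimate that the log ratio is not 0. The table of the whole series that the authors deposited holds log2 ratios, and a comparison with the arrays showed that it equals the scanner ratios where that p-value was at most 0.05 and holds 0 elsewhere. This held for at least 98.2% of the probes on 15 arrays, but for 74.8% on *sen1Δ* replicate 2, whose nonzero values correlated with its own array by 0.9675. Between 49.4% and 87.9% of the values of that table are 0.

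Ratios were converted to log2, and control spots and probes marked as outliers in either channel were left out. No probe was saturated. As the files do not pair probes with genes, the genes of the methods were replaced by transcription units found in the control channel, as described with the data. The threshold on the control signal, 7.89 on the log2 scale, was set by Otsu's method. On the low-resolution part, a running median of 3 probes and runs of at least 3 probes were used. This replaced the definitions by gene bounds that had been planned. The arrays were centred on the mean of the sense units of the high-resolution part. The number of arrays and the signal over background limit the precision, and the shares of probes above background are given with the data.

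All 16 arrays entered a single limma fit with the 9 mutants as groups, 7 residual degrees of freedom and 4.97 prior degrees of freedom. Class means were tested with fry, over 27 means, 21 differences between mutants and the difference between PROMPTs and AS transcripts in each mutant. Single features were tested with lmFit and eBayes over the 5709 features, at an adjusted p of 0.05 (Benjamini-Hochberg). All tests were two-sided. The arrays came from 9 slides, and some of them held arrays of several mutants. Replicate numbers did not pair the arrays and were not used as a block in the reported values.

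The alternatives tried were normexp background correction (offset 50) on the median spot signals, in place of the mean signals that had been planned, and the median background, followed by loess or by centring on the median of the array, no centring, the median of all probes set to 0, the median over probes, only probes well above background on at least 2 arrays (149953 probes), flanks of 800 bp, neighbours on the same strand only, the series table, slide as a fixed term or random block, a replicate block, an absolute log2 change of at least 1, and each replicate left out in turn. Unit thresholds 1 log2 unit higher and lower and units from the control channels of other mutants were added after the data were seen. Coding sequence bounds, the genes of Fig. 2c, the share of meiotic genes and the named genes, which were to be every gene the paper names for these arrays and the most changed ones, are not analysed here. The immunoprecipitation arrays and the RNA-seq are not used here.

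The steps were tested on simulated data. With 200 of 5709 features changed by 2 log2 units in *red1Δ* against its control (2 arrays), 197 were recovered (98.5%) and 12 calls were false, 5.74% of the calls. A class shifted by 0.4 gave a mean of 0.40 and a fry p of 5.7e-11, and without a shift a p of 0.844. Features were simulated as independent, without shifts common to an array or a slide. These p-values therefore do not show how often fry errs on the real class means. For *rmn1Δ* (1 array), 193 were recovered (96.5%) and 14 calls were false. On a simulated control signal, 92.9% of 757 units were recovered, and a rise of 1 in their PROMPTs gave a mean of 0.996. Simulated unit probes were drawn from signals above the unit threshold and the background from signals below it. The recovery was therefore largely fixed in advance. It checks the steps and cannot test the choice of threshold or the recovery of dim units. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 and data.table 1.17.8.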

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

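The tests in this part were chosen only after the result they bear on was seen, except those on units with no other unit within 1200 bp and on the distance from the 3′ end, which were fixed before their values were seen. The adjusted p-values are from fry in limma.

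In *rrp6Δ*, the sense strand upstream of the units, which the array profiles of the paper leave out, was higher than in the control by a mean log2 ratio of 0.576 over 607 units (adjusted p = 7.1e-06). The RNA-seq profiles of Supplementary Fig. 2b, not used here, take in both flanks on both strands. On the arrays this region was higher by 0.22 in *red1Δ*, 0.19 in *pab2Δ*, 0.14 in *mtl1-17* and 0.19 in *cid14Δ*. This strand can carry the read-through of an upstream neighbour on the same strand, but units whose upstream neighbour lies on the other strand had a mean of 0.5475. A PROMPT of such a divergent neighbour runs along the same strand too. Among the 275 units with no other unit within 1200 bp upstream, the mean in *rrp6Δ* was still 0.4584 ± 0.051 (SD, n = 2). CUTs that reach at most 600 bp from a neighbouring unit therefore cannot be the whole source. Longer ones stay open, because the CUTs of *rrp6Δ* did not fall off within 600 bp. PROMPTs had a mean of 0.74 within 300 bp and 0.85 from there to 600 bp, and 3′IGTs 0.85 and 0.87. Over the same 275 units, the mean of the sense strand was 0.065 ± 0.12 in *red1Δ*, 0.044 ± 0.020 in *pab2Δ* and 0.0018 ± 0.077 in *mtl1-17* (SD, n = 2 each). In these mutants, most of the rise over all 607 units therefore lay at units with a neighbour, while *cid14Δ* kept 0.17 ± 0.0084 (SD, n = 2). Without centring, the mean in *rrp6Δ* was 0.3368 ± 0.11 (SD, n = 2). The mean of *cid14Δ*, labelled with the same dyes, lay below that of *rrp6Δ* by a difference of −0.3901 (adjusted p = 2.7e-04), which argues against a dye bias of dim probes. Copies of the PROMPT made on the opposite strand during the cDNA synthesis would scale with the PROMPT. With the share that *rrp6Δ* gives, 0.478 of the rise on the linear scale, the 6 arrays of *red1Δ*, *pab2Δ* and *mtl1-17* lay below the prediction, by a mean log2 difference of −0.1467 (standard error 0.027). The mean covers the mutants with 2 arrays whose PROMPTs passed the threshold. Its standard error takes the arrays of a mutant as independent and the share as known. Of the others, *iss10Δ* lay below the prediction by −0.027, and *cid14Δ* and *sen1Δ* lay above it by 0.14 and 0.11 on both of their arrays, a rise with little rise of PROMPTs that such copies do not give either. A hypothesis left open is that Rrp6 acts on RNAs of this strand that *red1Δ*, *pab2Δ* and *mtl1-17* leave largely unchanged. Neighbouring RNAs whose control signal is below the threshold of a unit may also contribute, and that was not tested.

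The antisense strand downstream of the units, also left out of the array profiles, was higher in *rrp6Δ* by 0.8225 over 431 units (adjusted p = 4.9e-07), in *red1Δ* by 0.57, in *pab2Δ* by 0.39 and in *mtl1-17* by 0.26. The PROMPT of a following unit on the same strand covers this region, yet units whose downstream neighbour lies on the other strand had a mean of 0.7817 in *rrp6Δ*. Over the 163 units with no other unit within 1200 bp downstream the mean was 0.6534 ± 0.056 in *rrp6Δ* and 0.26 ± 0.035 in *red1Δ* (SD, n = 2 each), against 0.75 ± 0.011 and 0.26 ± 0.11 for their 3′IGTs. The antisense mean over these units was 0.10 ± 0.014 in *pab2Δ* and 0.049 ± 0.022 in *mtl1-17* (SD, n = 2 each). Like that of *red1Δ*, these means lay well below those over all units. In *red1Δ*, *pab2Δ* and *mtl1-17*, most of the rise over all units therefore lay at units with a neighbour. The mean of *rrp6Δ* fell less, from 0.8225 to 0.6534. Without centring the mean over all units was 0.5833 ± 0.11 in *rrp6Δ* (SD, n = 2). If copies of the 3′IGT on the opposite strand were the source, the share that *rrp6Δ* gives, 0.838, predicts values that 8 of 10 arrays of *red1Δ*, *pab2Δ*, *mtl1-17*, *cid14Δ* and *sen1Δ* did not reach, with a mean difference of −0.0699 (standard error 0.026). This standard error takes the arrays of a mutant as independent and the share, from the 2 arrays of *rrp6Δ*, as known. It is therefore too small, and copies are not ruled out. By mutant, the difference was −0.053 in *pab2Δ*, −0.12 in *mtl1-17*, −0.16 in *cid14Δ* and −0.051 in *sen1Δ*. In *red1Δ* the observed value lay above the predicted one by 0.036, and in *iss10Δ*, whose 3′IGTs did not pass the threshold, below it by −0.027. A candidate explanation is antisense transcription starting downstream of genes. RNAs below the unit threshold and CUTs that reach more than 600 bp from a neighbouring unit remain open here as well.

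On the low-resolution part of the array, which the array profiles of the paper leave out while its RNA-seq profiles, not used here, cover genes of the whole genome, AS transcripts were higher in *rrp6Δ* by 0.6022 over 1074 units (adjusted p = 3.3e-05), in *red1Δ* by 0.22 (adjusted p = 0.0045) and in *mtl1-17* by 0.21 (adjusted p = 0.0072), but not in *pab2Δ* (0.028, adjusted p = 0.57). Without centring the *rrp6Δ* mean was 0.363 ± 0.062 (SD, n = 2). The mean of *cid14Δ* lay below that of *rrp6Δ* by −0.5877 (adjusted p = 1.9e-04), against a dye bias of dim probes as the source. The sense strand of the same units was higher in *rrp6Δ* by 0.1652 ± 0.027 (SD, n = 2), too little for copies of the sense RNA to give the whole rise. The low-resolution units were not limited by their neighbours, unlike the main units of the high-resolution part. With only same-strand neighbours limiting the latter, AS means were 0.54 in *rrp6Δ*, 0.20 in *red1Δ*, 0.18 in *mtl1-17* and 0.012 in *pab2Δ*. These lie near the means of the low-resolution part, so the choice of units may give the gap to the main AS means. The rise itself may reflect AS transcripts, as a hypothesis found and tested on the same arrays. Units of this part rest on few probes, with a median of 6.

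The difference between 3′IGTs and PROMPTs of the same units differed between *cid14Δ* and *red1Δ* by 0.3881 over 246 units (adjusted p = 0.0019). It was 0.28 in *cid14Δ* (adjusted p = 0.0019) and −0.11 in *red1Δ* (adjusted p = 0.039). A dye bias of a probe cancels in this comparison. The difference in *cid14Δ* was also larger than in *rrp6Δ* (by 0.17, adjusted p = 0.032), while it could not be told from that in *mmi1Δ* (0.045, adjusted p = 0.44), a single array. A longer 3′ end would raise the probes next to the unit. In *cid14Δ* the mean was 0.50 ± 0.0080 within 300 bp and 0.2722 ± 0.025 from there to 600 bp downstream (SD, n = 2 each), so an extension within 300 bp is not the whole source, and a longer one stays open. A hypothesis that remains is that Cid14 acts on 3′IGTs and little on PROMPTs.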

How the results depend on the processing

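The alternatives in this part were set before the data were examined, except 3 that were chosen only after the data were seen: a control signal threshold for units 1 log2 unit higher, the same 1 log2 unit lower, and units taken from the control channels of the other mutants only. Each changed 1 choice and kept the others, except both forms of normexp. These changed the spot signal, the background correction and the normalization together, so their shifts cannot be assigned to a single choice. A change of sign was counted as a reversal only where a value passed the threshold before or after it. Unless a cause is named, the cause of a change was not tested. Coding sequence bounds in place of gene bounds, the list of genes of Fig. 2c and the share of meiotic genes among the called genes were not run, since the files do not pair probes with genes. The median of all probes was 0 on every array before centring, so setting it to 0 and leaving out the centring are the same alternative.

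Of 57 results with a test, 29 kept their side of the threshold under every alternative run, and 23 of these also kept their direction. The other 6, none of which passed the threshold under any setting, changed sign: AS transcripts in *cid14Δ* (−0.12 to 0.049) and *rmn1Δ* (−0.011 to 0.091), PROMPTs in *mmi1Δ* (−0.069 to 0.068), and against *cid14Δ* 3′IGTs in *red1Δ* (−0.091 to 0.14) and *mtl1-17* (−0.14 to 0.11) and AS transcripts in *pab2Δ* (−0.17 to 0.059). Among the 23 are the rise of PROMPTs in *rrp6Δ* (0.44 to 0.92), *red1Δ* (0.29 to 0.71), *pab2Δ* (0.19 to 0.52), *mtl1-17* (0.25 to 0.39, lowest with neighbours on the same strand only) and *rmn1Δ* (0.17 to 0.31), the rise of AS transcripts in *rrp6Δ* (0.14 to 0.54) and the rise of 3′IGTs in *rrp6Δ* (0.49 to 0.96), *red1Δ* (0.17 to 0.46), *pab2Δ* (0.12 to 0.38), *mtl1-17* (0.25 to 0.42) and *cid14Δ* (0.17 to 0.45). The differences of 3′IGTs from *rrp6Δ* also stayed past the threshold in *red1Δ* (−0.62 to −0.25), *mtl1-17* (−0.67 to −0.25), *pab2Δ* (−0.75 to −0.26) and *cid14Δ* (−0.53 to −0.26). None of the 18 counts of calls stayed within 1.5 times its main value under every alternative.

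Without centring, PROMPTs in *red1Δ* against *rrp6Δ* (0.0165) changed sign and did not pass the threshold, and 3′IGTs in *sen1Δ* (0.0171), AS transcripts in *red1Δ* against *rrp6Δ* (−0.0982) and PROMPTs in *pab2Δ* against *rrp6Δ* (−0.0828) no longer passed it, while 3′IGTs in *iss10Δ* (0.0945) did. Centring moves the median of all probes by 0.20 and 0.28 on the *rrp6Δ* arrays and by 0.14 on *sen1Δ* replicate 1, and by less than 0.1 on the other arrays. It moved the split of the calls without changing the test: CUT features 727 and 309 in *rrp6Δ* (from 912 and 159), 61 and 42 in *mmi1Δ* (from 78 and 33) and 60 and 52 in *sen1Δ* (from 88 and 36), and sense units 602 and 1532 in *rrp6Δ* (from 1001 and 855), 152 and 209 in *mtl1-17* (from 201 and 159), 57 and 127 in *mmi1Δ* (from 84 and 95) and 156 and 246 in *sen1Δ* (from 251 and 167) were higher and lower.

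After normexp background correction and loess, AS transcripts in *mtl1-17* against *rrp6Δ* (−0.11) and the PROMPT minus AS difference in *iss10Δ* (0.0967) did not pass the threshold and PROMPTs in *sen1Δ* (0.0671) and AS transcripts in *sen1Δ* (0.11) did. The called CUT features numbered 200 in *cid14Δ*, 25 in *rmn1Δ*, 63 in *mmi1Δ* and 65 in *sen1Δ*. The split was CUT features 52 and 11 in *mmi1Δ* (from 78 and 33) and 60 and 5 in *sen1Δ* (from 88 and 36), and sense units 18 and 1 in *rmn1Δ* (from 22 and 5).

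After normexp and centring on the median of the array, AS transcripts in *pab2Δ* (−0.0033), 3′IGTs in *mmi1Δ* (0.15), 3′IGTs in *sen1Δ* (0.0771), PROMPTs in *red1Δ* against *rrp6Δ* (−0.0800), AS transcripts in *mtl1-17* against *rrp6Δ* (−0.13), PROMPTs in *pab2Δ* against *rrp6Δ* (−0.17), the PROMPT minus AS difference in *iss10Δ* (0.10) and the PROMPT minus AS difference in *rmn1Δ* (0.12) did not pass the threshold, while AS transcripts in *mtl1-17* (0.0972), PROMPTs in *sen1Δ* (0.12), AS transcripts in *sen1Δ* (0.14), AS transcripts in *red1Δ* against *cid14Δ* (0.13) and AS transcripts in *mtl1-17* against *cid14Δ* (0.16) did. The called CUT features numbered 510 in *pab2Δ*, 171 in *cid14Δ*, 20 in *iss10Δ*, 12 in *rmn1Δ*, 35 in *mmi1Δ* and 314 in *sen1Δ*, and the called sense units 548 in *mtl1-17*, 8 in *rmn1Δ*, 101 in *mmi1Δ* and 1731 in *sen1Δ*. The split into higher and lower was CUT features 543 and 64 in *red1Δ* (from 562 and 186), 433 and 77 in *pab2Δ* (from 495 and 296), 136 and 35 in *cid14Δ* (from 267 and 128), 32 and 3 in *mmi1Δ* (from 78 and 33) and 259 and 55 in *sen1Δ* (from 88 and 36), and sense units 560 and 1705 in *rrp6Δ* (from 1001 and 855), 120 and 428 in *mtl1-17* (from 201 and 159), 370 and 122 in *cid14Δ* (from 337 and 263) and 101 and 1630 in *sen1Δ* (from 251 and 167).

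With the median over the probes of a feature, AS transcripts in *pab2Δ* (−0.0409), 3′IGTs in *sen1Δ* (0.0655) and the PROMPT minus AS difference in *iss10Δ* (0.12) did not pass the threshold and PROMPTs in *cid14Δ* (0.10) did. The called CUT features numbered 485 in *red1Δ*, 452 in *pab2Δ*, 204 in *cid14Δ*, 20 in *iss10Δ*, 21 in *rmn1Δ* and 51 in *sen1Δ*, and the called sense units 34 in *iss10Δ*, 14 in *rmn1Δ* and 274 in *sen1Δ*.

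With the authors' series matrix, in which ratios that the scanner software did not call different are 0, 3′IGTs in *sen1Δ* (0.0914) and the PROMPT minus AS difference in *iss10Δ* (0.0908) did not pass the threshold. Calls among the CUT features numbered 241 in *cid14Δ*, 29 in *rmn1Δ*, 68 in *mmi1Δ* and 62 in *sen1Δ*, and the called sense units 12 in *rmn1Δ* and 271 in *sen1Δ*. The split was sense units 11 and 1 in *rmn1Δ* (from 22 and 5).

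When only neighbours on the same strand limited the units, AS transcripts in *pab2Δ* (0.0117) changed sign, AS transcripts in *red1Δ* (0.20) and AS transcripts in *mtl1-17* (0.18) passed the threshold and the PROMPT minus AS difference in *rrp6Δ* (0.0171), the PROMPT minus AS difference in *mtl1-17* (0.0698), the PROMPT minus AS difference in *iss10Δ* (0.13) and the PROMPT minus AS difference in *rmn1Δ* (0.14) did not. This alternative takes in more units, and the called CUT features numbered 3586 in *rrp6Δ*, 2519 in *red1Δ*, 2536 in *pab2Δ*, 2019 in *mtl1-17*, 1371 in *cid14Δ*, 95 in *iss10Δ*, 116 in *rmn1Δ*, 393 in *mmi1Δ* and 463 in *sen1Δ*.

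With the slide as a fixed term for differences between mutants, which leaves 1 residual degree of freedom, PROMPTs in *red1Δ* against *rrp6Δ* (−0.16), AS transcripts in *red1Δ* against *rrp6Δ* (−0.36), PROMPTs in *mtl1-17* against *rrp6Δ* (−0.40), AS transcripts in *mtl1-17* against *rrp6Δ* (−0.41), PROMPTs in *pab2Δ* against *rrp6Δ* (−0.32), AS transcripts in *pab2Δ* against *rrp6Δ* (−0.60), PROMPTs in *cid14Δ* against *rrp6Δ* (−0.68), AS transcripts in *cid14Δ* against *rrp6Δ* (−0.58), PROMPTs in *red1Δ* against *cid14Δ* (0.52), PROMPTs in *mtl1-17* against *cid14Δ* (0.28) and PROMPTs in *pab2Δ* against *cid14Δ* (0.36) kept their sign and did not pass the threshold. With the slide as a random block (within-slide correlation 0.434), only the PROMPT minus AS difference in *cid14Δ* (0.14) changed its side of the threshold, as it did with a flank of 800 bp (0.14) and with only probes well above background (0.17).

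Replicate numbers are shared between mutants. Across 21 pairs of mutants, the differences between replicate 1 and replicate 2 correlated between −0.45 and 0.62 (median 0.047), and 8 pairs were over 0.1, so the numbers do not pair the arrays. A fit with a replicate block changed the side of the threshold only for AS transcripts in *pab2Δ* (−0.14), and changed no other call.

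With the unit threshold 1 log2 unit higher, AS transcripts in *pab2Δ* (−0.0385) did not pass. The called CUT features numbered 1708 in *rrp6Δ*, 1238 in *red1Δ*, 1217 in *pab2Δ*, 895 in *mtl1-17*, 687 in *cid14Δ*, 59 in *iss10Δ*, 189 in *mmi1Δ* and 227 in *sen1Δ*, and the called sense units 15 in *rmn1Δ*. With it 1 log2 unit lower, 3′IGTs in *pab2Δ* against *cid14Δ* (−0.22) and the PROMPT minus AS difference in *cid14Δ* (0.18) passed. The called CUT features then numbered 598 in *rrp6Δ*, 429 in *red1Δ*, 461 in *pab2Δ*, 326 in *mtl1-17*, 242 in *cid14Δ*, 13 in *iss10Δ*, 37 in *rmn1Δ*, 55 in *mmi1Δ* and 72 in *sen1Δ*, and the called sense units 50 in *rmn1Δ*. These thresholds change the number of units and so of features. With units taken from the control channels of the other mutants, AS transcripts in *pab2Δ* (−0.14) and 3′IGTs in *sen1Δ* (0.11) did not pass.

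Requiring an absolute log2 change of at least 1 left called CUT features numbering 544 in *rrp6Δ*, 3.5e+02 in *red1Δ* (318 higher and 27 lower), 257 in *pab2Δ*, 208 in *mtl1-17*, 105 in *cid14Δ*, 18 in *iss10Δ* and 25 in *sen1Δ*, and called sense units numbering 427 in *rrp6Δ*, 335 in *red1Δ*, 255 in *pab2Δ*, 66 in *mtl1-17*, 104 in *cid14Δ*, 29 in *iss10Δ*, 116 in *mmi1Δ* and 85 in *sen1Δ*.

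Leaving out an array leaves a single array in its group, which is then taken to vary like the other groups. The smaller group by itself lowers the number of calls, but without 1 of the arrays the calls exceeded those with both arrays in *iss10Δ* (36 CUT features and 52 sense units) and, among sense units, in *sen1Δ* (418). The results that changed were AS transcripts in *pab2Δ* (−0.15 to −0.14), 3′IGTs in *iss10Δ* (−0.0187 to 0.15), 3′IGTs in *sen1Δ* (0.0986 to 0.14) and the PROMPT minus AS difference in *iss10Δ* (0.13 to 0.21), called CUT features of 469 to 511 in *red1Δ*, 393 to 407 in *pab2Δ*, 235 to 304 in *mtl1-17*, 152 to 216 in *cid14Δ*, 34 to 59 in *iss10Δ* and 23 to 81 in *sen1Δ*, and called sense units of 988 to 1293 in *rrp6Δ*, 484 to 9.4e+02 in *red1Δ* (547 higher and 389 lower), 382 to 436 in *pab2Δ*, 106 to 107 in *mtl1-17*, 138 to 276 in *cid14Δ*, 93 to 117 in *iss10Δ* and 49 to 491 in *sen1Δ*. Without *iss10Δ* replicate 1, 3′IGTs in *iss10Δ* passed the threshold, and AS transcripts in *pab2Δ* and 3′IGTs in *sen1Δ* did not pass it when either array of their mutant was left out.

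Signal over background limits the CUT classes more than the sense units. Between 23.0% and 24.7% of the probes in PROMPTs, AS transcripts and 3′IGTs were never well above background in a control channel, against 0.373% of the sense probes. The ratios of such probes rest on the background in the control.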

Differences from the paper's values

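The values of the composite profiles in Fig. 2b and Supplementary Fig. 2a were read by eye from the paper's plots, for the flanks at the position where the *rrp6Δ* profile of the plot is highest. They are set beside the mean log2 ratio at the position where the *rrp6Δ* profile here is highest. This is 280 bp upstream or probe 3 of the sense strand downstream, which for other mutants is not always their own highest value. For AS transcripts the mean over the middle of the unit was used. They rest on genes in the paper and on transcription units here. Both are log2 ratios, and no other log base brought the series together. A value was counted as different if its sign differed or if it lay further from the paper's than the SD of the replicates, with the SD of both arrays used where a replicate was left out. The values of *rmn1Δ* and *mmi1Δ*, which have no SD, were counted as different whenever they were not equal, so the nearest alternatives are given for these. The alternatives compared were set before the data were examined, unless stated otherwise. For the profiles they were both forms of normexp, no centring, the median of all probes set to 0, only probes well above background, the series matrix, neighbours on the same strand, the slide as a random block, the replicate block and each replicate left out, and the flank of 800 bp, the median over probes and the slide as a fixed term were not computed for them.

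For PROMPTs, the paper's value for *rrp6Δ* is about 0.69 in Fig. 2b, against 0.97 here. Normexp with the median of the array (0.60) and no centring, or the median of all probes set to 0 (0.74), came within the replicate SD, and the others did not. For *red1Δ* it is about 0.70, against 0.82, and no alternative came within the SD. For *pab2Δ* it is about 0.53, against 0.64, and only neighbours on the same strand (0.49) came within the SD. For *mtl1-17* it is about 0.37, against 0.51, and normexp with loess (0.38) or with the median of the array (0.38) came within the SD and the others did not. For *cid14Δ* it is about 0.04, against 0.0875, and only the series matrix (0.065) came within the SD.

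In Supplementary Fig. 2a, the paper's PROMPT value for *iss10Δ* is about 0.14, against 0.0987 here. Normexp with the median of the array (0.094), no centring or the median of all probes set to 0 (0.13) and only probes well above background (0.135) came within the SD, and the others did not. For *rmn1Δ* it is about 0.21, against 0.33, and normexp with loess (0.20) and neighbours on the same strand (0.22) came near it. For *mmi1Δ* it is about −0.06, against 0.043, and no centring, or the median of all probes set to 0 (−0.054), came near it. None was equal to the value read. For *sen1Δ* it is about −0.07, against 0.0028, and only probes well above background (−0.022) and leaving out *sen1Δ* replicate 1 (−0.042) gave values of the same sign that were counted as not different.

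For 3′IGTs in Fig. 2b, the paper's value for *rrp6Δ* is about 0.64, against 1.01 here, and normexp with loess (0.55) or with the median of the array (0.64) came within the SD and the others did not. For *red1Δ* it is about 0.38, against 0.47, and the series matrix (0.41) and leaving out *red1Δ* replicate 2 (0.41) were counted as not different. For *pab2Δ* it is about 0.28, against 0.39, and only normexp with the median of the array (0.29) came within the SD. For *mtl1-17* it is about 0.41, against 0.45, and for *cid14Δ* about 0.26, against 0.46, and no alternative came within the SD of either. In Supplementary Fig. 2a it is about 0.04 for *rmn1Δ*, against 0.12, and the series matrix (0.052) came near it without being equal. It is about 0.09 for *mmi1Δ*, against 0.37, and the nearest alternative was normexp with the median of the array (0.18).

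For AS transcripts in Fig. 2b, the paper's value over the middle of the genes is about 0.09 for *red1Δ*, against −0.047 here, and only neighbours on the same strand (0.088) and leaving out *red1Δ* replicate 1 (0.035) were counted as not different. It is about 0 for *pab2Δ* in that plot, which draws positive values only, so a mean below 0 such as the −0.24 here would look the same. It is about 0.02 for *cid14Δ*, against −0.135, and no alternative came within the SD in *pab2Δ* or *cid14Δ*. For *mtl1-17* it is about 0.12, against 0.0355, and normexp with the median of the array (0.083) and neighbours on the same strand (0.13) came within the SD and the others did not.

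The paper's sense analysis used 993 genes, against 431 units here. Neither a flank of 800 bp, only probes well above background nor neighbours on the same strand came within 1.5 times that number, and a unit threshold 1 log2 unit higher, chosen after seeing the values, gave 737. The paper's AS analysis used 1569 genes, against 607 units here, and only limiting the units by neighbours on the same strand (1892) came within 1.5 times.

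The paper states that *red1Δ* affects all subtypes of CUTs equally and that alleles of the MTREC complex accumulate all types. Here the mean of AS transcripts did not pass the threshold in *red1Δ* (0.051) or *mtl1-17* (0.060), in both of which PROMPTs and 3′IGTs passed it. On the low-resolution part of the array, whose units were not limited by neighbours, AS transcripts passed it in *red1Δ* (0.22) and *mtl1-17* (0.21). With only neighbours on the same strand, AS transcripts passed it in *red1Δ* (0.20) and *mtl1-17* (0.18), and with normexp and the median of the array in *mtl1-17* (0.097).

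The paper describes the accumulation of CUTs in these alleles as comparable to that in *rrp6Δ*. Tested against *rrp6Δ*, PROMPTs were lower by −0.21 in *red1Δ*, −0.37 in *pab2Δ* and −0.47 in *mtl1-17*, and AS transcripts and 3′IGTs were lower in all 3. Without centring, PROMPTs in *red1Δ* (0.0165) and *pab2Δ* (−0.083) and AS transcripts in *red1Δ* (−0.098) could not be told from *rrp6Δ*. The same held for PROMPTs in *red1Δ* (−0.080) and *pab2Δ* (−0.17) and AS transcripts in *mtl1-17* (−0.13) with normexp and the median of the array, for AS transcripts in *mtl1-17* with normexp and loess (−0.11), and for PROMPTs and AS transcripts in these mutants with the slide as a fixed term, which leaves 1 residual degree of freedom. The differences of 3′IGTs passed the threshold under every alternative.

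The paper describes a minor accumulation of AS transcripts and 3′IGTs in *cid14Δ*. Here AS transcripts had a mean of −0.052, which did not pass the threshold under any alternative. 3′IGTs had a mean of 0.37, which over all units could not be told from that of *red1Δ*, *pab2Δ* or *mtl1-17*. Over the 116 units whose downstream neighbour lies on the other strand, *red1Δ* lay above *cid14Δ* by 0.25 (adjusted p = 0.0085, fry). Over the 315 units with it on the same strand, the difference was −0.069 (adjusted p = 0.76, fry). With the unit threshold 1 log2 unit lower, chosen after seeing the values, 3′IGTs in *pab2Δ* lay below those in *cid14Δ* by −0.22.

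For *mmi1Δ*, the paper states that only meiotic mRNAs are affected. Here 3′IGTs had a mean of 0.31 on its single array, which passed the threshold only if this array varies like those of the other mutants and has no replicate check. With normexp and the median of the array it was 0.15, which did not pass.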

Other observations

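The tests in this part were chosen only after the result was seen, except those on weak signal, on *red1Δ* RNA in an *iss10Δ* sample and on a loss of DNA, which were fixed before their values were seen.

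The 2 *iss10Δ* arrays had a correlation of −0.093 across the 2540 sense units of the high-resolution part. Another strain on an array is argued against by a run of 3 probes lost on both *iss10Δ* arrays, with means of −5.766 and −6.00, a depth that 0 of 113 pairs of arrays of different mutants shared (the deepest such run had −4.90). Weak signal on replicate 1 is argued against by the brighter 1270 units, whose correlation was −0.1001. The pattern of replicate 1 resembled that of *red1Δ*. Its correlation was 0.68 with *red1Δ* replicate 1, on the same slide, and 0.5613 with *red1Δ* replicate 2, on another slide, so a bias of the shared slide is not the whole source. Among arrays of different mutants on different slides, the median correlation was 0.22 over 16 pairs with a common control strain and 0.25 over 88 pairs with different ones. *iss10Δ* and *red1Δ* have a common control strain, but replicate 2 correlated with the *red1Δ* arrays by −0.10 and 0.1361, and replicate 1 with *pab2Δ* replicate 2, compared with another control strain, by 0.53. The common strain is therefore not the whole source, while a control culture used on only some of the arrays stays open. Among the 29 units raised by at least 2 log2 units in *red1Δ*, the median fold was 5.39 in *red1Δ* and 2.38 on *iss10Δ* replicate 1. *red1Δ* RNA mixed into that sample at the share this fold requires, 31.4%, would bring the run of 5 probes lost in *red1Δ* to −0.54, but its mean there was 0.7863 ± 0.074 (SD over the 5 probes). Replicate 2 correlated with *rmn1Δ* instead (0.55). Correlations across units are not tests on independent replicates. Culture differences between the *iss10Δ* samples may explain the pattern, and no value tested that.

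Means over windows of 100 consecutive probe numbers were lowest from probe number 2537 on, with a mean log2 ratio of −1.52 over the mutants. The files do not pair these probes with genes. Both strands were lower, by −3.12 and −2.70 in the 2 *rrp6Δ* arrays, −2.11 and −2.25 in *red1Δ*, −2.85 and −2.47 in *pab2Δ*, −1.17 and −1.04 in *mtl1-17*, −1.84 and −1.08 in *cid14Δ*, −1.36 in *rmn1Δ* and −1.63 in *mmi1Δ*. In *iss10Δ* the arrays gave 0.037 and −1.01, and in *sen1Δ* 0.19 and −0.0084. Loss of the DNA of the whole window in *rrp6Δ* is argued against by the share of the probes above background in the control that were also above background in the mutant, 76.88%. This share was 66.2% and 76.7% on the *red1Δ* arrays and 39.2% and 56.3% on the *pab2Δ* arrays, so for *pab2Δ* a loss of DNA is left open. A difference between control strains cannot be the whole source, because the 4 mutants compared with a common control strain differed among themselves by 1.694, from −2.18 to −0.49. What else separates the strains in this window was not tested.

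The highest window began at probe number 114407, with a mean of 1.07 over the mutants. Only its even-numbered strand was higher on all arrays, from 1.02 in *cid14Δ* replicate 2 to 3.56 in *rmn1Δ*. The *iss10Δ* arrays gave 1.61 and 3.28 and the *sen1Δ* arrays 2.39 and 3.14 on this strand. The mutant carried the same dye on every array, so a dye bias of these probes cannot be told apart from a rise in all mutants.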
